# Tissue-resident macrophages promote extracellular matrix homeostasis in the mammary gland stroma of nulliparous mice

**DOI:** 10.7554/eLife.57438

**Published:** 2020-06-01

**Authors:** Ying Wang, Thomas S Chaffee, Rebecca S LaRue, Danielle N Huggins, Patrice M Witschen, Ayman M Ibrahim, Andrew C Nelson, Heather L Machado, Kathryn L Schwertfeger

**Keywords:** mammary gland, macrophage, stroma, extracellular matrix, Mouse

## Abstract

Tissue-resident macrophages in the mammary gland are found in close association with epithelial structures and within the adipose stroma, and are important for mammary gland development and tissue homeostasis. Macrophages have been linked to ductal development in the virgin mammary gland, but less is known regarding the effects of macrophages on the adipose stroma. Using transcriptional profiling and single-cell RNA sequencing approaches, we identify a distinct resident stromal macrophage subpopulation within the mouse nulliparous mammary gland that is characterized by the expression of Lyve-1, a receptor for the extracellular matrix (ECM) component hyaluronan. This subpopulation is enriched in genes associated with ECM remodeling and is specifically associated with hyaluronan-rich regions within the adipose stroma and fibrous capsule of the virgin mammary gland. Furthermore, macrophage depletion leads to enhanced accumulation of hyaluronan-associated ECM in the adipose-associated stroma, indicating that resident macrophages are important for maintaining homeostasis within the nulliparous mammary gland stroma.

## Introduction

Tissue-resident macrophages have been ascribed various functions, including immune surveillance and phagocytosis of apoptotic debris (Davies et al., 2013). Depending upon the site of localization, these macrophages can exhibit additional tissue-specific behaviors, such as the regulation of surfactant by alveolar macrophages in the lung and of neuronal function by microglia in the brain (Haldar et al., 2014). These tissue-specific functions are thought to be driven in response to factors within the local tissue microenvironment. Tissue-resident macrophages are typically derived from embryonic precursors, and can maintain locally through self-renewal or be replaced by blood-derived monocytes, or a combination of both, depending on the tissue (Ginhoux and Guilliams, 2016; Hashimoto et al., 2013; Perdiguero et al., 2015; Sheng et al., 2015; Yona et al., 2013; Zhu et al., 2017). Recent studies of macrophage ontogeny and localization have highlighted the complex nature of macrophage heterogeneity and function at steady state (Chakarov et al., 2019). Further understanding of the diverse functions of tissue-resident macrophages will provide insights into the mechanisms through which these cells maintain tissue homeostasis and how they may contribute to tissue-specific disease.

Mammary gland development is regulated by numerous systemic and locally derived factors, including hormones, growth factors and cytokines (Hynes and Watson, 2010; Richert et al., 2000; Watson and Khaled, 2008; Watson et al., 2011). Tissue-resident macrophages are localized at distinct regions within the mammary gland and have been implicated in various stages of mammary gland development. Early studies demonstrated the presence of resident macrophages in close proximity to epithelial structures, along terminal end buds (TEBs) of developing ductal structures and in the adipose stroma (Gouon-Evans et al., 2000; Schwertfeger et al., 2006). More recent studies have demonstrated that macrophages are also located directly adjacent to the epithelial cells and can intercalate into the ductal epithelial layer (Jäppinen et al., 2019; Stewart et al., 2019; Dawson et al., 2020). Lineage tracing studies have demonstrated that macrophages in the mammary gland are initially derived from embryonic precursors (Jäppinen et al., 2019). Although embryonically derived cells can be found in mammary glands from adult mice, some turnover from blood-derived cells is also observed (Jäppinen et al., 2019). Resident macrophages have been functionally linked to mammary gland development. Analysis of mammary glands from mice that are deficient in *Csf-1* demonstrated reduced ductal elongation and branching (Gouon-Evans et al., 2000). Furthermore, macrophages that are associated with epithelial ducts have been implicated in regulating stem cell activity (Gyorki et al., 2009) and collagen organization (O'Brien et al., 2010). In addition, macrophages contribute to mammary epithelial cell turnover during the estrous cycle (Chua et al., 2010) and can engulf apoptotic epithelial cells following damage (Dawson et al., 2020). Finally, macrophages contribute to epithelial cell death and participate in tissue remodeling during involution following lactation (Perdiguero et al., 2015; Dawson et al., 2020; Hughes et al., 2012).

Macrophages have been implicated in the repair and remodeling of the extracellular matrix (ECM). Macrophages can contribute directly to ECM remodeling through production of proteases and indirectly through modulating fibroblast function (Kim and Nair, 2019; Murray and Wynn, 2011). In the mammary gland, macrophages promote collagen fibrillogenesis around the developing terminal end bud (Ingman et al., 2006). Furthermore, collagen accumulation has been linked to macrophage recruitment during involution (O'Brien et al., 2010). Although these studies suggest a role for macrophages in the regulation of ECM within the mammary gland, the specific mechanisms through which macrophages might function in this context have yet to be elucidated. Recent studies have implicated a subpopulation of macrophages that can be identified by Lyve-1 as being involved in the regulation of ECM in the arterial wall and in the lung (Lim et al., 2018). Lyve-1 is a receptor for hyaluronan (HA), which is a negatively charged polysaccharide that consists of a repeating disaccharide structure and is an important component of the ECM. HA is important for maintaining tissue structure and hydration and is turned over at high levels under steady state (Gupta et al., 2019; McCourt, 1999). Hyaluronan synthase (Has2) is expressed by both mammary epithelial cells and stromal cells, and HA has been shown to contribute to epithelial branching in the mammary gland (Tolg et al., 2017). However, relatively little is known regarding the localization of HA throughout the adipose stroma and the mechanisms involved in modulating HA homeostasis in the mammary gland.

Here, we describe the localization patterns of a population of cells in the nulliparous mammary gland that is positive for both Lyve-1 and the macrophage marker F4/80. These cells are localized at distinct sites throughout the mammary gland, including in the adipose-associated stroma and in the mammary gland capsule region. Although these cells are also found in association with the epithelial-associated stroma, the majority of F4/80^+^ cells in this region are negative for the Lyve-1 marker. Further studies demonstrate that the F4/80^+^Lyve-1^+^ cells express high levels CD206, which is a marker that is typically associated with tissue reparative macrophages, and that these cells are associated with HA-enriched regions within the mammary gland. Using a shielded bone marrow chimera model, we also demonstrate that these cells are long-lived and capable of self-renewal, which are key traits of tissue-resident macrophages (Davies et al., 2013). Analysis of the adipose stroma following macrophage depletion reveals increased levels of HA and collagen, suggesting that macrophages are important for maintaining ECM homeostasis in the mammary stroma. These changes in the adipose stroma are not accompanied by significant alterations in ductal morphogenesis. These studies identify a distinct stromal macrophage subpopulation within mouse and human mammary glands. Furthermore, our findings suggest that macrophages are important for maintaining ECM homeostasis in mammary glands from virgin mice.

## Results

### Identification of distinct macrophage subpopulations within the mammary gland

Macrophages have been found in distinct locations within the mammary gland, including in close association with epithelial ducts and within the adipose stroma (Gouon-Evans et al., 2000; Schwertfeger et al., 2006; Jäppinen et al., 2019; Stewart et al., 2019). The presence of epithelial-associated macrophages is well-documented (Gouon-Evans et al., 2000; Jäppinen et al., 2019; Stewart et al., 2019; Dawson et al., 2020), but less is known about the localization of the stromal macrophage populations in the mammary gland. Recently published studies have described markers that can be used to identify specific macrophage populations in other sites. For example, Lyve-1, which is a marker of lymphatic endothelial cells, has been shown to be expressed on tissue-resident macrophages in heart, lung, skin and adipose tissue (Chakarov et al., 2019; Lim et al., 2018). Lyve-1^+^F4/80^+^ cells have been previously characterized in the context of involution, although the localization of these cells in mammary glands from nulliparous mice has not been extensively characterized (Elder et al., 2018). Therefore, initial studies were performed to identify the presence of Lyve-1^+^ macrophages within normal mammary glands from virgin mice. Assessment of Lyve-1^+^ cells in mouse mammary glands by flow cytometry revealed the presence of distinct populations of CD45^–^Lyve-1^+^ cells, which were probably lymphatic endothelial cells, and CD45^+^Lyve-1^+^ cells (Figure 1A, Figure 1—figure supplement 1A) demonstrating the presence of Lyve-1^+^ leukocytes in the mammary gland. Further analysis was performed to determine the presence of Lyve-1^+^ macrophages in the mammary gland, which demonstrated that approximately 35% of CD45^+^CD11b^+^F4/80^+^ cells within mammary glands are also Lyve-1^+^ (Figure 1B, Figure 1—figure supplement 1B).

**Figure 1.**
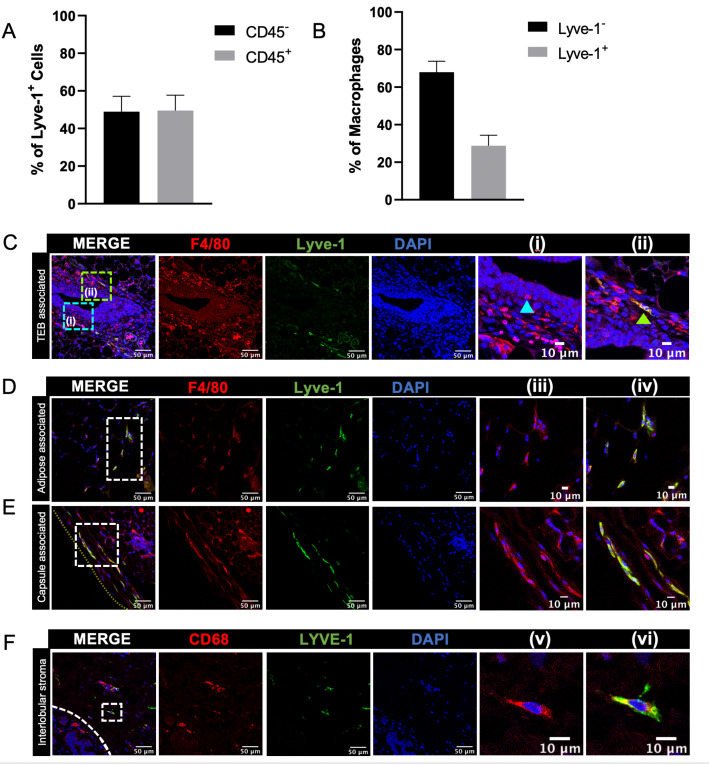
Identification of Lyve-1^+^ macrophages in the mammary gland. (**A**) Mammary glands from 10-week-old mice (n = 4) were assessed for CD45^+^ and CD45^–^ Lyve-1^+^ cells by flow cytometry. (**B**) Mammary glands from 10-week-old mice (n = 4) were assessed for CD45^+^CD11b^+^F4/80^+^Lyve-1^–^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ cells by flow cytometry. (**C**) Mammary glands were harvested from 6-week-old mice, immunostaining was performed for F4/80 and Lyve-1, and the localization of single- and double-positive cells associated with TEBs was examined (n = 5, three images/localization). Representative images of F4/80^+^Lyve-1^–^ (i, arrowhead) and F4/80^+^Lyve-1^+^ (ii, arrowhead) cells are shown. Yellow lines show the margin of the mammary gland. Insets show higher magnification. (**D, E**) Representative images of F4/80^+^Lyve-1^+^ cells in the adipose stroma and fibrous capsule of the mammary gland. Representative images show F4/80 (iii) and co-staining (iv). Inserts show higher magnification. (**F**) Human mammary glands obtained from reduction mammoplasty samples demonstrate the presence of CD68^+^Lyve-1^+^ macrophages in the interlobular stroma (n = 5, three images/sample). Representative images show F4/80 (v) and co-staining (vi). Figure 1—source data 1.Source data for graphs in panels A and B.

**Figure 1—figure supplement 1.**
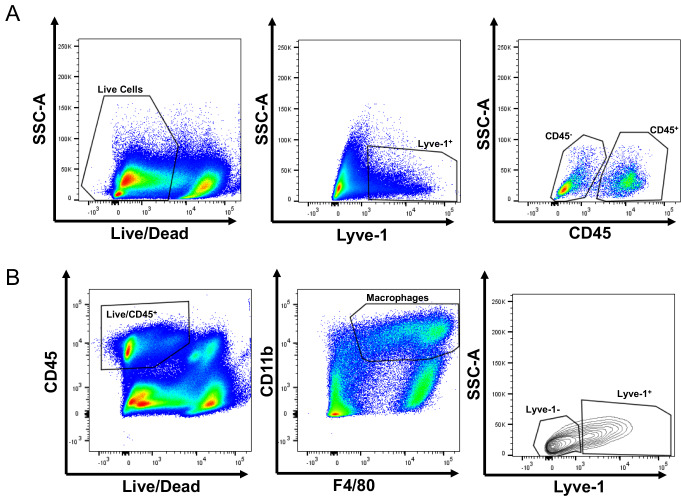
Identification of Lyve-1^+^ macrophages in the mammary gland. (**A**) Gating of flow cytometry for CD45^+^ and CD45^–^ Lyve-1^+^ cells. (**B**) Gating of flow cytometry for CD45^+^CD11b^+^F4/80^+^Lyve-1^–^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ cells.

**Figure 1—figure supplement 2.**
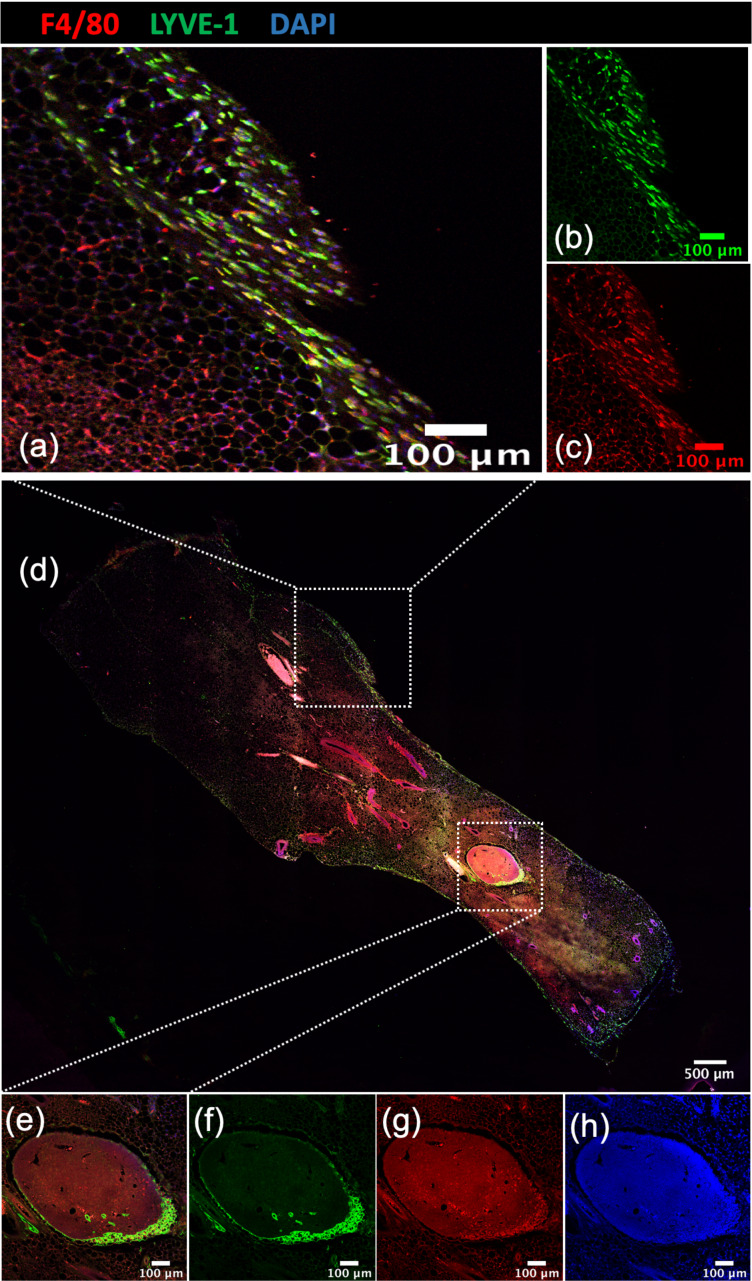
Localization of Lyve-1^+^ macrophages in the mammary gland. Image of a mammary gland from a 6-week-old female mouse (n = 3) stained for F4/80 (red), Lyve-1 (green) and DAPI (blue). Insets show examples of the mammary gland capsule (**a–d**) and lymph nodes (**e–h**).

To investigate the localization of Lyve-1^+^ macrophages within the normal mammary gland, mammary gland sections from 6-week-old mice were immunostained for F4/80 and Lyve-1. As expected, Lyve-1 efficiently stained lymphatic endothelial structures associated with the lymph node (Figure 1—figure supplement 2f). However, numerous single cells that stained positive for both Lyve-1 and F4/80 were also found to be localized throughout the mammary gland. Therefore, further analysis focused on assessing the association of these cells with terminal end buds (TEBs), the adipose stroma and the mammary capsule. Some F4/80^+^Lyve-1^+^ cells were found to be associated with the stroma surrounding the TEBs, but the majority of the F4/80^+^ cells in this epithelial-associated stroma were found to be Lyve-1^–^ (Figure 1C). We also observed the presence of F4/80^+^ cells that appear to be intercalated into the epithelial structures, which did not stain positive for Lyve-1 (Figure 1Ci). Further analysis of the stromal regions of the mammary gland that were not directly associated with epithelial structures demonstrated that F4/80^+^Lyve-1^+^ cells were readily observed within both the adipose stroma and the fibrous capsule surrounding the mammary gland (Figure 1D,E, Figure 1—figure supplement 2a,d). These findings suggest that F4/80^+^Lyve1^+^ cells can be identified in distinct stromal locations throughout the mammary glands of virgin mice.

To confirm the presence of Lyve-1^+^ macrophages in human mammary glands, we obtained normal human mammary tissue from reduction mammoplasty samples and immunostained for the macrophage marker CD68 and Lyve-1. Analysis of these samples revealed the presence of CD68^+^Lyve-1^+^ cells within the interlobular stroma of normal (non-pregnant) human mammary glands (Figure 1F). Taken together, these findings demonstrate the presence of Lyve-1^+^ macrophages within connective-tissue-associated stromal compartments of both mouse and human mammary glands.

### Distinct transcriptional profiles in F4/80^+^Lyve-1^+^ and F4/80^+^Lyve-1^–^ cells

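The bulk RNA-seq data came from 6 libraries of sorted mammary gland macrophages, 3 of the F4/80+Lyve-1+ subset and 3 of the F4/80+Lyve-1- subset. Each library was made from a pool of 4 mice. Replicate 1 of each subset was from 6-week-old mice, and replicates 2 and 3 were from 10-week-old mice. The authors mapped paired 50-bp reads to the mouse genome (mm10) with Hisat2, counted reads per gene with featureCounts and deposited the raw counts of 24061 gene symbols, without normalization. Replicates 1, 2 and 3 held 12087428, 11230207 and 6478007 counts in the Lyve-1- subset and 13636263, 21406839 and 8061411 counts in the Lyve-1+ subset. A gene with no counts could therefore have been present at up to 3 counts, or between 0.14 and 0.463 CPM (counts scaled to a common library size) depending on the library, a limit that covers counting error only. *Rn45s*, a ribosomal RNA precursor, took the largest share of counts in every library, between 4.56% and 7.99%. The methods state that genes shorter than 300 bp were removed, and 1278 genes with less exonic sequence than that in GENCODE M21 were still present in the deposited counts. They were kept here.

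From the deposited counts, differential expression was tested with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment in the 13348 genes that passed edgeR's filterByExpr. The subset was the only term in the model because the paper compared the subsets across ages. A gene was called at an adjusted p-value under 0.01 and an absolute log2 fold change above 1 and below 10, which are the limits in the legend of Figure 2A read on the log2 scale of Supplementary file 1. The methods name DESeq2, which was run as an alternative. The spread between pools was wide, with a common biological coefficient of variation of 0.931. In counts simulated with the dispersion estimated for each gene, 200 genes of higher mean expression were given a log2 fold change of 2. The edgeR test recovered 44.5% of them.

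*Lyve1* (chromosome 7 of mm10, 110850607 to 110863239) checks the sample labels. Replicates 1, 2 and 3 had 17, 75 and 51 raw *Lyve1* counts in the Lyve-1- subset and 30871, 16441 and 4735 in the Lyve-1+ subset. After normalization this was 5.11 ± 3.21 CPM (SD, n = 3 pools) against 1241 ± 958 (SD, n = 3), a log2 fold change of 7.93 (standard error 0.94, edgeR adjusted p = 0.0254). Every Lyve-1+ library was above every Lyve-1- library, but the adjusted p-value was above 0.01, so *Lyve1* itself was not called.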

To determine whether the F4/80^+^Lyve-1^+^ and F4/80^+^Lyve-1^–^ populations exhibit distinct gene transcriptional profiles, CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^–^ cells were sorted from mammary glands for bulk RNA-seq analysis (Figure 2—figure supplement 1A). Cells were isolated from mammary glands of both 6-week-old and 10-week-old mice. As an initial approach to the analysis, these samples were assessed for gene expression across samples, which allowed for the identification of gene signatures in a way that was independent of stage of ductal development. 

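Principal component analysis of the 500 genes with the highest variance across the 6 libraries separated neither the subsets nor the ages on the first component, which held 36.8% of the variance. Lyve-1- replicate 3 lay beside Lyve-1+ replicates 1 and 2 on one side, and Lyve-1- replicates 1 and 2 lay with Lyve-1+ replicate 3 on the other. The second component held 26.1% of the variance and had every Lyve-1- library above every Lyve-1+ library, with 2.5 for the lowest Lyve-1- library and 0.59 for the highest Lyve-1+ library. It also placed Lyve-1+ replicate 3 apart from the other libraries.

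**Figure D1:**
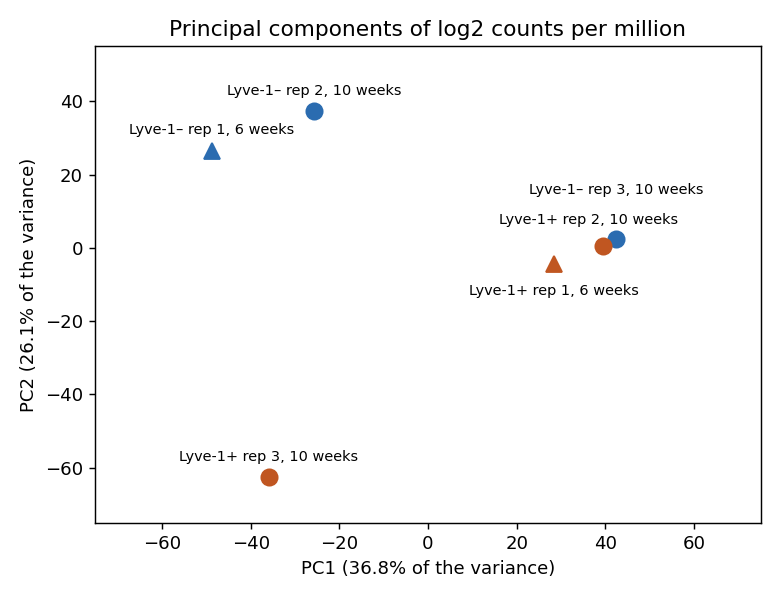
First and second principal components of log2 CPM (axes in component units) for the 6 libraries, with Lyve-1+ in orange, Lyve-1- in blue, 6 weeks as triangles and 10 weeks as circles. The first component, with 36.8% of the variance, places Lyve-1- replicate 3 beside Lyve-1+ replicates 1 and 2.

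Of the 155 genes in Supplementary file 1, 154 differed in the paper's direction between the 2 libraries from 6-week-old mice, and 153 and 155 did so between the libraries numbered 2 and 3 from 10-week-old mice. The paper chose these genes on the same libraries, so this is not an independent check. The ages were also compared directly, as 10 weeks against 6 weeks with the subset as a second term. At an adjusted p-value under 0.01, 0 genes differed, while 444 did at an unadjusted p under 0.05. The genes with the smallest p in each direction were *Ehf* and *Mreg*, higher at 10 weeks with log2 fold changes of 2.61 and 4.82 (edgeR adjusted p = 0.0354 for both), and *Tuba1c* and *Fcna*, lower with log2 fold changes of -1.75 and -1.62 (edgeR adjusted p = 0.0937 and 0.232). The count of genes called for age was 20 without Lyve-1+ replicate 2, 20 without Lyve-1+ replicate 3 and 12 without Lyve-1- replicate 2, in fits chosen after the data were seen. A change of the subset difference with age was called for 0 genes, with 613 at an unadjusted p under 0.05. Chance alone gives a share of 0.05 of the 13348 genes tested at that unadjusted p, which is more than either 444 or 613. Neither count therefore shows genes that changed with age. At an edgeR adjusted p under 0.05, 3 genes differed with age, *Ehf*, *Mreg* and *Fscn1*. Each subset had 1 library at 6 weeks, so age cannot be separated from those pools.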

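The test across all 6 libraries called 15 genes, 14 higher and 1 lower in the Lyve-1+ subset. All 15 are in Supplementary file 1, and in each the 3 libraries of one subset lay above the 3 of the other. Of all genes tested, 1906 (14.3%) had subsets apart in this way, where chance gives 10%. Of the 155 genes in Supplementary file 1, 152 could be tested here. All 152 differed in the paper's direction with an unadjusted p under 0.05, and 84 had an edgeR adjusted p under 0.05. After *Cd209g*, the largest rises among the called genes were in *Cd209b*, *Ednrb*, *Folr2* and *Hal*, with log2 fold changes from 3.54 to 4.08 and edgeR adjusted p-values from 0.00123 to 0.0056. The lower gene was *Spata31d1b* (chromosome 13 of mm10, 59712284 to 59719295). Its level was 48.2 ± 19 CPM (SD, n = 3) in the Lyve-1- subset and 0.945 ± 0.57 (SD, n = 3) in the Lyve-1+ subset, a log2 fold change of -5.71 (standard error 0.78, edgeR adjusted p = 0.00481). *Cd209b* and *Spata31d1b* belong to families of similar genes between which the counting could have split reads. The number of called genes depended on the method. DESeq2 called 151 genes, 149 of them in Supplementary file 1 and including all 15. The largest count was 188, without a filter on low counts, and the smallest was 1, without Lyve-1- replicate 3. Without Lyve-1+ replicate 2, 81 genes were called.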

Gene expression analysis identified 155 genes whose expression was significantly different in these two populations (Figure 2A and Supplementary file 1). 

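In a list of genes associated with alternative activation, *Cd209g*, *Folr2*, *Igf1* and *Cd163* passed the edgeR threshold. *Cd209g* (chromosome 8 of mm10, 4134098 to 4137707), which could share reads with other *Cd209* genes, was at 3.9 ± 2.06 CPM (SD, n = 3) in the Lyve-1- subset and 179 ± 97.3 (SD, n = 3) in the Lyve-1+ subset, a log2 fold change of 5.53 (standard error 0.54, edgeR adjusted p = 0.000524). *Igf1* (chromosome 10, 87858265 to 87937042) rose from 41.9 ± 9.8 to 234 ± 81.8, a log2 fold change of 2.48 (standard error 0.35, edgeR adjusted p = 0.0053). *Cd163* (chromosome 6, 124304656 to 124330527) rose from 212 ± 68.4 to 1179.7 ± 614, a log2 fold change of 2.47 (standard error 0.36, edgeR adjusted p = 0.00805). *Gas6*, *Apoe* and *Sparc* did not pass it, although all Lyve-1+ libraries were above all Lyve-1- libraries for each gene. *Gas6* rose from 94.4 ± 64.6 to 548 ± 232 (log2 fold change 2.53, edgeR adjusted p = 0.0376), and *Apoe* from 4500.2 ± 1085 to 12147 ± 2665 (log2 fold change 1.43, edgeR adjusted p = 0.015). *Sparc* rose from 113 ± 14.4 to 339 ± 206 (log2 fold change 1.57, edgeR adjusted p = 0.0799), and its log2 fold change was 0.93 without Lyve-1+ replicate 3. Of the genes named here, *Cd209g* alone was below an adjusted p of 0.01 without Lyve-1- replicate 3.

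In a list of 16 genes of alternative activation, 16 were higher in the Lyve-1+ subset, with a median log2 fold change of 1.25 (camera with a preset correlation of 0.01, adjusted p = 2.4e-26). Of these genes, 6 had an adjusted p under 0.05 over all genes tested and 12 when adjusted over the list alone. The paper picked 8 of them on these libraries, so the list is not independent evidence. Complement genes gave a median log2 fold change of 1.53 over 20 genes, 19 of them higher (camera adjusted p = 2.91e-12), with 3 under 0.05 over all genes and 6 when adjusted over the list alone. The paper picked 6 of the 20 on these libraries. *C4b*, which can share reads with *C4a*, had a log2 fold change of 3.17 (edgeR adjusted p = 0.0199). *C1qa*, *C1qb* and *C1qc* had log2 fold changes of 1.66, 1.3 and 1.66 (edgeR adjusted p = 0.0376, 0.0689 and 0.0697), and *C6* had 3.23 (edgeR adjusted p = 0.151).

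Collagen genes varied more. *Col1a1* rose from 213 ± 3.41 to 780.1 ± 696 CPM (SD, n = 3 each), a log2 fold change of 1.86 (standard error 0.55, edgeR adjusted p = 0.299) that was 0.82 without Lyve-1+ replicate 3. The log2 fold changes of *Col1a2*, *Col3a1* and *Col5a2* were 2.18, 1.68 and 2.1 (edgeR adjusted p = 0.0541, 0.207 and 0.0393). Without Lyve-1+ replicate 3, those of *Col1a2* and *Col3a1* were 1.32 and 0.8. Over all 35 collagen genes tested, 20 were higher and 15 lower, with a median log2 fold change of 0.82 (camera adjusted p = 0.000109) that was -0.11 without a filter on low counts and also -0.11 without Lyve-1- replicate 2. It was 1.47 without Lyve-1- replicate 3, 0.53 without Lyve-1+ replicate 2, 0.15 without Lyve-1+ replicate 3 and 0.11 without Lyve-1- replicate 1. Most of the 15 lower genes had few counts, such as *Col6a4* (4.99 ± 8.63 CPM in the Lyve-1- subset), as did some of the 20 higher ones. The most abundant lower gene was *Col14a1*, at 58.9 ± 28.8 CPM in the Lyve-1- subset and 45.7 ± 15.1 in the Lyve-1+ subset. Every collagen gene with a mean above these in either subset was higher in the Lyve-1+ subset. Of the collagen genes, 1 had an adjusted p under 0.05 over all genes tested and 6 when adjusted over the list alone. The paper picked 4 of the 35 on these libraries. A list of 15 fibroblast marker genes, which holds collagen VI but not collagens I, III or V, had a median log2 fold change of 0.98 in the same libraries and 0.63 without Lyve-1+ replicate 3.

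Fry tests by rotation whether the genes of a list differ at all, not whether they differ more than other genes, as camera does. It placed 12 of the 37 gene lists tested past an adjusted p of 0.05. Among them were alternative activation (0.0374) and complement (0.0329) but not the collagens (0.279). Camera called 26 lists with the preset correlation and 2 with an estimated one.

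**Figure D2:**
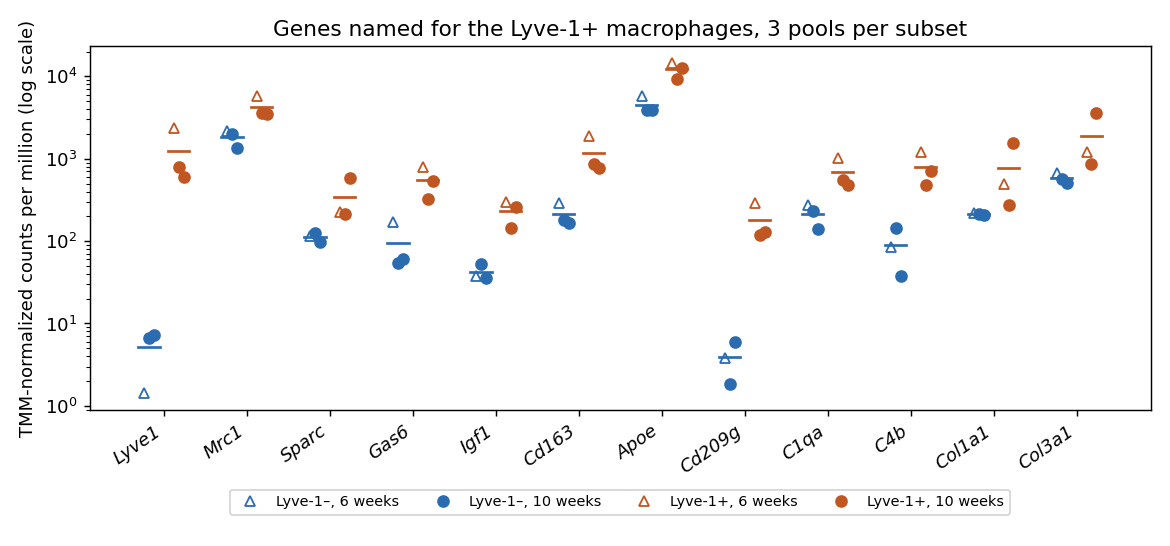
TMM-normalized CPM (log scale) of 12 genes in each library, with Lyve-1- in blue, Lyve-1+ in orange, 6 weeks as open triangles, 10 weeks as circles and bars at the mean of 3 pools. Each gene's Lyve-1+ libraries lie above its Lyve-1- libraries, with the largest log2 fold change in *Lyve1* (7.93) and the smallest in *Mrc1*.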

Examination of specific differentially regulated genes demonstrated that the F4/80^+^Lyve-1^+^ cells expressed higher levels of a number of genes that are typically associated with alternatively activated macrophage phenotype and function, including *Mrc1*, *Sparc*, *Gas6, Igf1, Cd163, Apoe, Cd209g* and various genes associated with collagen and complement (Figure 2A). Notably, many of these genes are typically associated with tissue resolution or reparative functions (Cui et al., 2020; Nepal et al., 2019; Novak and Koh, 2013; Wynn and Vannella, 2016). By contrast, genes that were found to be decreased in this population, when compared with the Lyve-1^–^ population, included genes that are associated with inflammation and antigen presentation including *Il1b*, *Cd74* and *H2-Ab1* (Figure 2A and Supplementary file 1).

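*Il1b* (chromosome 2 of mm10, 129364570 to 129371139) was at 1640 ± 483 CPM (SD, n = 3) in the Lyve-1- subset and 556 ± 277 (SD, n = 3) in the Lyve-1+ subset, a log2 fold change of -1.56 (standard error 0.38, edgeR adjusted p = 0.117). *Cd74* (chromosome 18, 60803848 to 60812652) was at 8835 ± 463 and 3769 ± 1558, a log2 fold change of -1.24 (standard error 0.27, edgeR adjusted p = 0.0589). *H2-Ab1* (chromosome 17, 34257689 to 34269419) was at 2115 ± 224 and 779 ± 334, a log2 fold change of -1.45 (standard error 0.31, edgeR adjusted p = 0.0466). The libraries of the subsets did not overlap for these 3 genes, but none passed the edgeR threshold of 0.01. With the libraries from 10-week-old mice alone, the log2 fold changes were -1.04, -0.95 and -1.07.

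**Figure D3:**
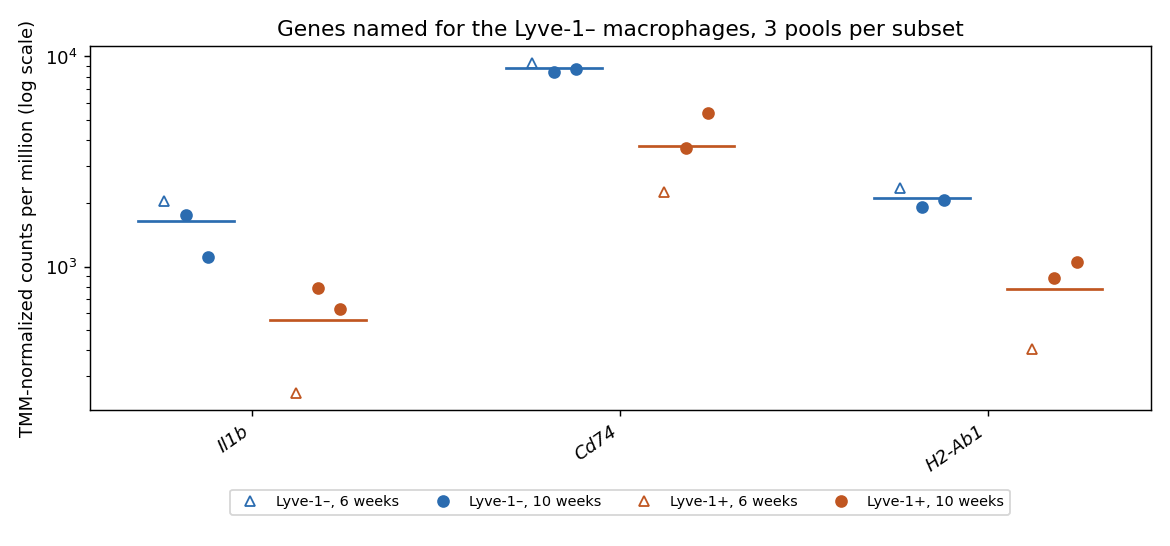
TMM-normalized CPM (log scale) of *Il1b*, *Cd74* and *H2-Ab1* in each library, with Lyve-1- in blue, Lyve-1+ in orange, 6 weeks as open triangles, 10 weeks as circles and bars at the mean of 3 pools. For each gene, the Lyve-1+ library from 6-week-old mice is the lowest of the 6.

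All 13 antigen presentation genes of a list fixed before the data were examined were lower in the Lyve-1+ subset, from *H2-Ab1* to *Cd86* (log2 fold change -0.09, edgeR adjusted p = 1), with a median log2 fold change of -1.17 (camera adjusted p = 2.76e-11, fry adjusted p = 0.0636). The adjusted p was under 0.05 for 1 of them over all genes tested and for 7 when adjusted over the list alone, and 2 of the 13 are among the genes that the paper picked on these libraries. Of the 13, 10 are also in another list. Markers of mature dendritic cells had a median log2 fold change of -2.87 in the same libraries. These values therefore cannot separate a difference in the macrophages from dendritic cells among the sorted Lyve-1- cells. The paper describes the higher genes as associated with alternative activation, and many of them with tissue resolution or repair, and sets against them the lower genes of inflammation and antigen presentation. From the bulk and the single-cell profiles together, the paper concludes that a distinct Lyve-1+ macrophage population is present.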

**Figure 2.**
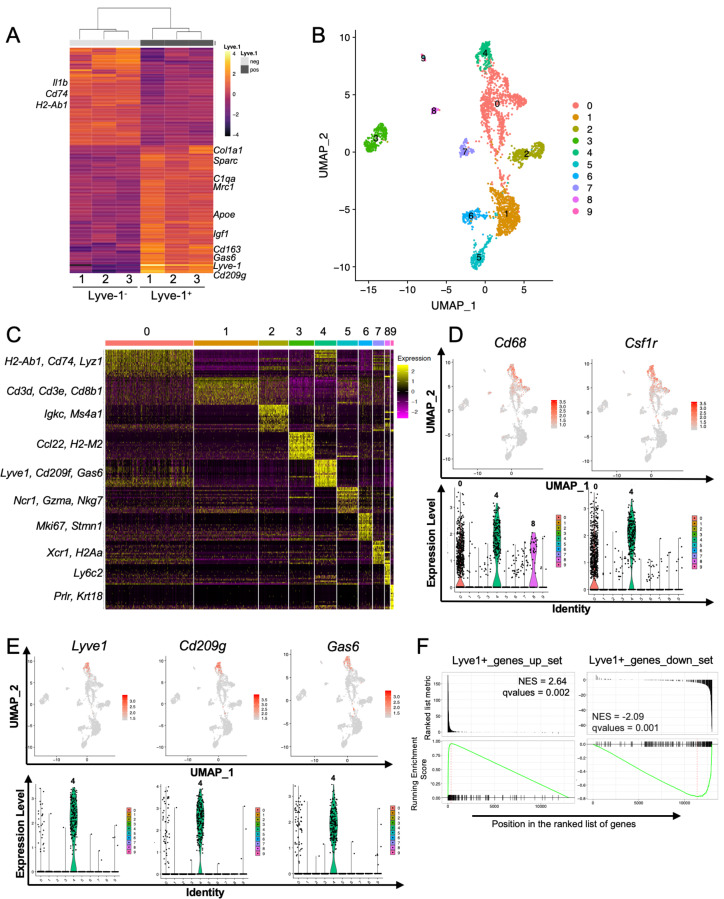
Identification of a distinct Lyve-1^+^ macrophage subpopulation by transcriptional profiling. (**A**) Heat map of RNA-seq analysis of CD45^+^CD11b^+^F4/80^+^Lyve-1^–^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ cells isolated from 6-week-old (lane 1) and 10-week-old (lanes 2–3) mice. Genes shown have an adjusted p-value <0.01 and a fold-change of >1 and <10 (abs values). For each lane, n = 4 pooled mice. (**B**) UMAP of scRNA-seq analysis of CD45^+^ cells isolated from 10-week-old mice as generated by Seurat. (**C**) Heat map of the top 20 differentially regulated genes in each cluster. (**D**) Feature plots and violin plots of selected macrophage genes. (**E**) Feature plots and violin plots of genes associated with cluster four that were also found in the bulk RNA-seq analysis. (**F**) GSEA demonstrating that the single-cell populations (clusters) are enriched for in the data from the bulk RNA-seq analysis.

**Figure 2—figure supplement 1.**
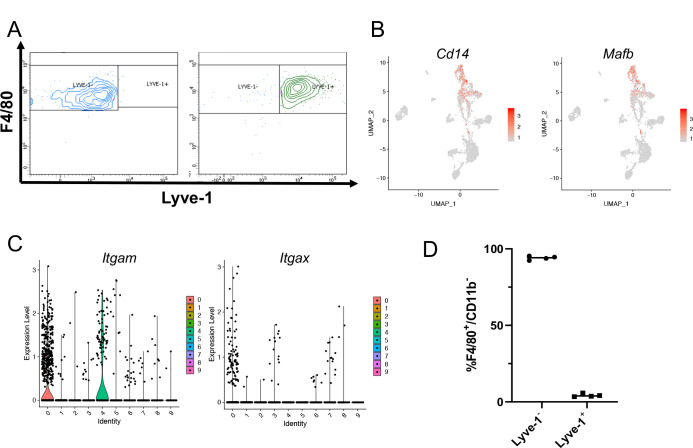
Identification of a distinct Lyve-1^+^ macrophage subpopulation by transcriptional profiling. (**A**) Post-sort analysis of CD45^+^CD11b^+^F4/80^+^Lyve-1^–^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ cells that were submitted for bulk RNA-seq analysis. (**B**) scRNA-seq data showing genes associated with macrophages expressed in clusters 0 and 4. (**C**) Violin plots showing expression levels of *Itgam* and *Itgax* across clusters. (**D**) Graph showing Lyve-1 expression in F4/80^+^/CD11b^–^ macrophages by flow cytometry.

To verify the presence of Lyve-1^+^ macrophages in the normal mammary gland independently, single-cell RNA-seq (scRNA-seq) analysis was performed on immune cells isolated from mammary glands of 10-week-old virgin mice. For these studies, CD45^+^ cells were isolated from mammary glands of diestrous-staged 10-week-old mice for further analysis by scRNA-seq. Differential gene expression analysis identified 10 distinct subpopulations (Figure 2B,C, Supplementary file 2). Clusters 0 and 4 are enriched in macrophage-related markers, including *Cd68*, *Csf1r*, *Cd14* and *Mafb* (Figure 2D and Figure 2—figure supplement 1B). Clusters 1 and 2 are enriched in genes associated with T cells (*Cd3d, Cd8b1*) and B cells (*Igkc, Ms4a1*). Clusters 3 and 7 express genes associated with dendritic cells including *Ccl22* and *Xcr1*, respectively. Cells associated with cluster 5 express NK-cell-related genes (*Ncr1, Nkg7*). Cluster 6 represents a proliferative population with the expression of genes such as *Mki67* and *Stmn1*. Cells in cluster 8 are associated with the expression of the monocyte marker *Ly6c2*. Finally, Cluster 9 appears to represent a small population of contaminating epithelial cells (*Prlr, Krt18*). Further examination of genes that are associated with clusters 0 and 4 demonstrated enrichment in *Lyve1* expression in cluster 4, as well as enrichment of the expression of additional genes identified in the RNA-seq data including *Cd209g* and *Gas6* (Figure 2E). Recently published studies identified three distinct macrophage subpopulations, which include CD11c^+^ ductal macrophages and two CD11c^lo^CD11b^+^ stromal populations (Dawson et al., 2020). CD11b (*Itgam*) was enriched within clusters 0 and 4 (Figure 2—figure supplement 1C), suggesting that these populations may correspond with the two CD11b^+^ stromal populations. Notably, one of the stromal subpopulations was found to be Lyve-1^hi^ (Dawson et al., 2020). CD11c was not detectable at appreciable levels in any subpopulation, possibly as the result of dropout in our analysis (Figure 2—figure supplement 1C). However, we confirmed that Lyve-1 expression is low on CD11b^lo^ macrophages (Figure 2—figure supplement 1D), consistent with the findings that Lyve-1 is expressed primarily on CD11b^+^ macrophages in the mammary gland.

To assess the similarities between the Lyve-1^+^ population characterized by bulk RNA-seq analysis and the cluster 4 population of macrophages, we performed gene set enrichment analysis (GSEA). 

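The methods define these gene sets by an adjusted p-value under 0.1 and a fold change above 0.25, read here as log2. At those limits, edgeR placed 90 genes in the upregulated set and 42 in the downregulated set. DESeq2 placed 213 and 244 genes in them, and the libraries from 10-week-old mice alone gave 33 and 26. Without Lyve-1- replicate 3, the sets held 38 and 10 genes, and without Lyve-1+ replicate 1 they held 48 and 26. The downregulated set held 70 genes without Lyve-1+ replicate 2 and 100 without Lyve-1+ replicate 3.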

Differentially up- and downregulated gene sets from the bulk RNA-seq Lyve-1^–^ and Lyve-1^+^ populations were used for GSEA of the single cell cluster 4 vs 0 differentially expressed rank list. This analysis demonstrated strong, directionally concordant enrichment of gene expression between the bulk RNA-seq Lyve-1^+^ population and the scRNA-seq cluster 4 population (Figure 2F, Supplementary file 3). These results demonstrate similarities between the Lyve-1^+^ populations in both the bulk RNA-seq and the single-cell RNA-seq analysis. Therefore, two independent transcriptional-profiling approaches demonstrate the presence of a distinct Lyve-1^+^ population of macrophages within the normal mammary gland.

### F4/80^+^Lyve-1^+^ cells are enriched for CD206 expression

*Mrc1*, which encodes for CD206, was found to be enriched in the Lyve-1^+^ macrophage population in the bulk RNA-seq analysis (Figure 2A) and in the scRNA-seq analysis (Figure 3A). 

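In the bulk libraries, *Mrc1* (chromosome 2 of mm10, 14229392 to 14332057) was at 1834 ± 449 CPM (SD, n = 3 pools) in the Lyve-1- subset and 4248 ± 1271 (SD, n = 3) in the Lyve-1+ subset. All Lyve-1+ libraries were above all Lyve-1- libraries, and the difference between the means was larger than the spread within either subset. The log2 fold change was 1.21 (standard error 0.26, edgeR adjusted p = 0.056), outside the threshold of 0.01. DESeq2 gave 1.17 with an adjusted p of 0.0028, and the adjusted p ranged from 0.000161 to 0.723 over 18 alternatives. With each library left out in turn, the log2 fold change stayed between 0.95 and 1.34.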

CD206 expression is often found on tissue-resident macrophage populations and is typically associated with a tissue-reparative phenotype (Novak and Koh, 2013). Therefore, further studies were performed to determine the colocalization of Lyve-1 with CD206 in the mammary gland. Initial analysis of mammary glands using flow cytometry demonstrated that approximately 90% of F4/80^+^Lyve-1^+^ cells are also positive for CD206 (Figure 3B, Figure 3—figure supplement 1). We also found that approximately 45% of F4/80^+^CD206^+^ cells are positive for Lyve-1 (Figure 3B). These results demonstrate that populations of both CD206^+^Lyve-1^+^ and CD206^+^Lyve-1^–^ cells are present in the mammary gland, which is consistent with the scRNA-seq data (Figure 3A). To further confirm these findings, immunofluorescence was performed to localize F4/80^+^CD206^+^ cells in the mammary gland. As with F4/80^+^Lyve-1^+^ staining, we observed F4/80^+^CD206^+^ cells within the epithelial-associated stroma surrounding the TEB, the adipose stroma and the mammary capsule (Figure 3C–E). Although not all F4/80^+^ cells associated with the epithelial-associated stroma were CD206^+^, more CD206^+^ cells were present within this region than were observed with the Lyve-1^+^ staining (Figure 3C). However, as for the Lyve-1 staining, the F4/80^+^ cells intercalated within the epithelium were found to be negative for CD206 (Figure 3C). These results confirm that Lyve-1^+^ cells are predominantly positive for CD206, although a distinct population of CD206-expressing macrophages is also present in the mammary gland. Previously published studies have demonstrated the presence of two distinct macrophage populations in the mammary gland with variable intensity of expression of F4/80 and CD206; these F4/80^hi^,CD206^hi^ and F4/80^int^,CD206^neg/low^ populations were found to correspond with fetal-derived and bone marrow-derived macrophages, respectively (Jäppinen et al., 2019). On the basis of these studies, CD206 was suggested to represent a marker of resident macrophages in the mammary gland. Consistent with these previously published findings, we also found that the majority of the F4/80^hi^ cells express CD206 (Figure 3F) and that the majority of F4/80^+^Lyve-1^+^ population cells are associated with the F4/80^hi^ population (Figure 3G). These findings suggest that Lyve-1^+^ macrophages represent a stromal-resident macrophage subpopulation in the mammary gland that is associated with a CD206^+^F4/80^hi^ phenotype.

**Figure 3.**
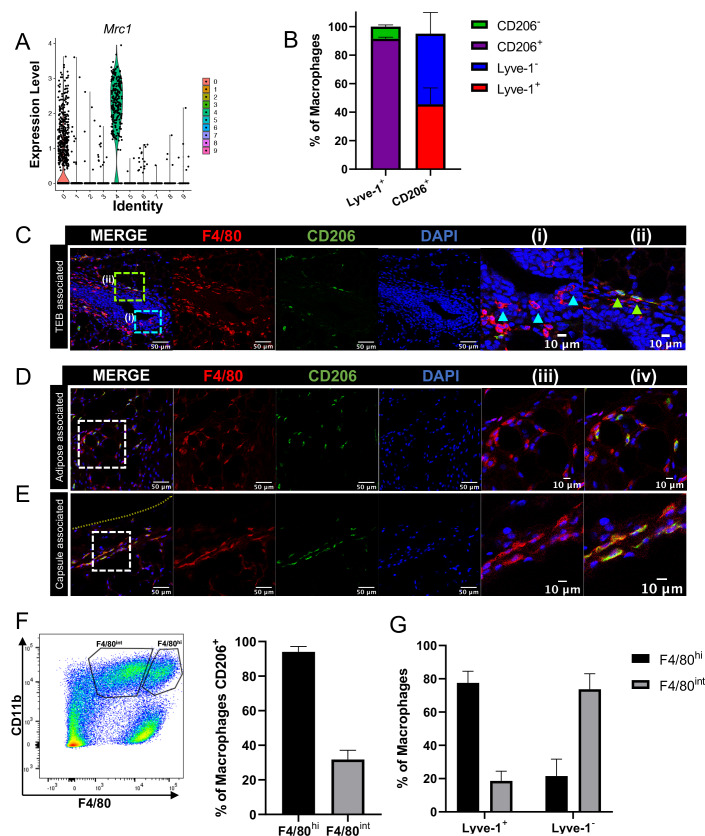
F4/80^+^Lyve-1^+^ cells are enriched for CD206 expression. (**A**) Violin plot of *Mrc1* expression in the single-cell RNA-seq dataset shown in Figure 2. (**B**) Mammary glands from 10-week-old mice (n = 4) were assessed for CD206 expression in CD45^+^CD11b^+^F4/80^+^Lyve-1^-^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ cells by flow cytometry. (**C**) Mammary glands were harvested from 6-week-old mice (n = 5, three images/localization), immunostaining was performed for F4/80 and CD206, and the localization of single- and double-positive cells associated with TEBs was examined. Representative images of F4/80^+^CD206^–^ (i, arrowheads) and F4/80^+^CD206^+^ (ii, arrowheads) cells are shown. (**D, E**) Representative images of F4/80^+^CD206^+^ cells in the adipose stroma and fibrous capsule of the mammary gland. Representative images show F4/80 (iii) and co-staining (iv). The yellow line in panel (E) shows the margin of the mammary gland. Insets show higher magnification. (**F**) Flow cytometry analysis showing F4/80^hi^ and F4/80^int^ cells in the mammary gland and CD206 expression in each population. (**G**) Flow cytometry analysis of F4/80 expression on Lyve-1^–^ and Lyve-1^+^ cells. n = 4 mice analyzed. Figure 3—source data 1.Source data for graphs in panels B, F, and G.

**Figure 3—figure supplement 1.**
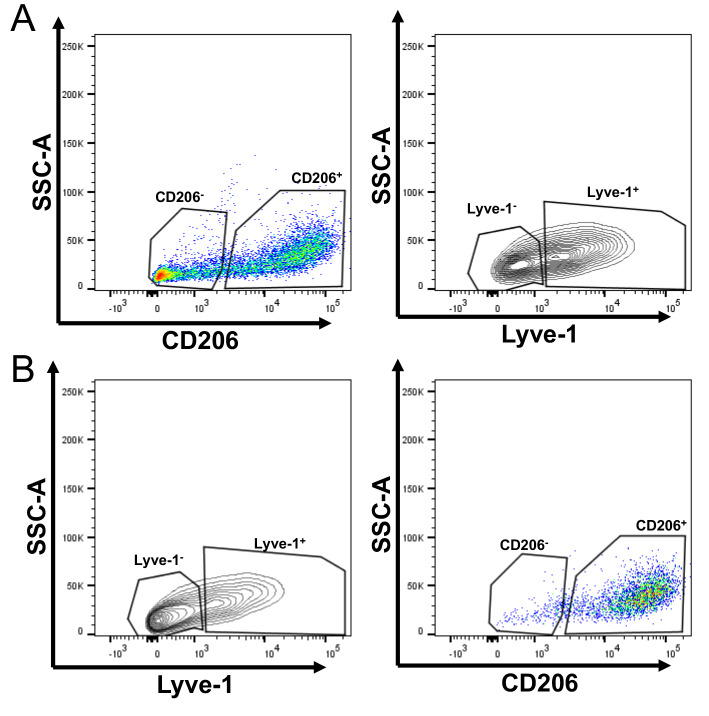
F4/80^+^Lyve-1^+^ cells are enriched for CD206 expression. (**A**) Gating of flow cytometry for Lyve-1 expression in CD45^+^CD11b^+^F4/80^+^CD206^–^ and CD45^+^CD11b^+^F4/80^+^CD206^+^ cells. (**B**) Gating of flow cytometry for CD206 expression in CD45^+^CD11b^+^F4/80^+^Lyve-1^–^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ cells.

Lyve-1^+^ macrophages in the mammary gland exhibit low rates of turnover under steady state and are capable of self-renewal. Tissue-resident macrophages in different organ sites show varying levels of turnover and self-renewal (Ginhoux and Guilliams, 2016). Studies were performed to characterize the turnover and self-renewal properties of Lyve-1^+^ macrophages in adult mammary glands using a shielded bone marrow chimera approach (Misharin et al., 2017). BALB/c CD45.2 mice underwent lethal irradiation (800cGy, split doses) with the mammary glands shielded using lead to maintain the presence of resident tissue macrophages in the mammary gland, followed by treatment with busulfan (25 mg/kg) to deplete any residual bone-marrow-derived cells. Subsequently, irradiated mice were transplanted with bone marrow from BALB/c CD45.1 mice (Figure 4A). After 6 weeks, chimerism in the blood was examined and the proportion of CD45.1 and CD45.2 macrophages in the mammary glands was assessed and defined as donor and host, respectively. Unlike the previous experiments, this experiment did not allow us to differentiate between F4/80^hi^ and F4/80^int^ macrophages in the bone marrow chimera studies. This could be due to differences in experimental protocol, such as mouse strain (BALB/c mice were used rather than FVB/n mice because of the availability of congenic strains), or to the systemic effects of irradiation. Although 95% donor chimerism was established in circulating monocytes in the blood, only ~30% of the macrophages in the mammary gland were of donor origin, suggesting that the majority of resident macrophages were maintained in the mammary gland over the 6-week time course (Figure 4B). Furthermore, the majority of Lyve-1^+^ macrophages were host-derived, demonstrating a low level of replenishment of F4/80^+^Lyve-1^+^ cells from bone-marrow-derived sources in the mammary gland at steady state (Figure 4C). This finding is consistent with recently published studies that also demonstrate a low rate of turnover of stromal macrophages in the mammary gland (Dawson et al., 2020). To further assess the ability of these cells to self-renew, mice were pulsed with BrdU for 2 hr and immunofluorescence was performed to identify BrdU^+^Lyve-1^+^ cells in the mammary gland. BrdU^+^Lyve-1^+^ double-positive cells were identified close to the epithelial-associated stroma and in the adipose stroma (Figure 4D). Taken together, these studies suggest that Lyve-1^+^ macrophages show low rates of turnover in the mammary gland at steady state and that a proportion of these cells are capable of self-renewal.

**Figure 4.**
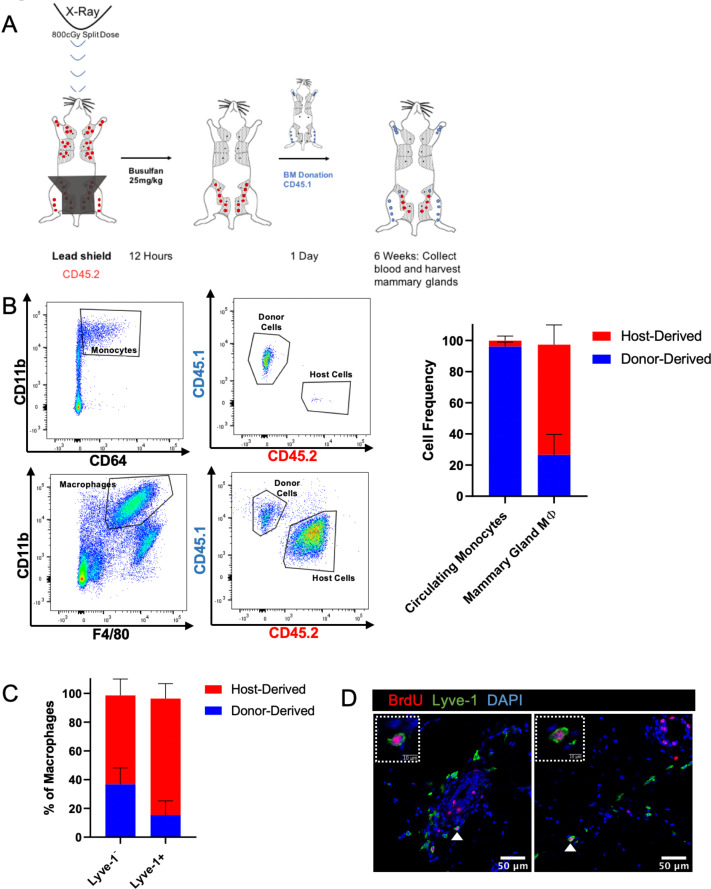
Lyve-1^+^ macrophages exhibit low turnover and self-renewal in the mammary gland. (**A**) Schematic of shielded bone marrow chimera experiment. (**B**) Representative flow cytometry plots showing the gating and identification of host (CD45.2) and donor (CD45.1) cells in the blood and mammary gland. Quantification of flow cytometry demonstrates that although most of the monocytes in the blood are donor-derived, the majority of macrophages in the mammary gland are host-derived. Cells were first gated on Live and pan-CD45 expression. In the quantification graphs, n = 23 mice from three separate experiments. (**C**) Quantification of flow cytometry demonstrates that the majority of Lyve-1^+^ macrophages remain host-derived 6 weeks after bone marrow transplant. (**D**) Mammary glands were isolated from mice after a 2 hr BrdU pulse and immunostained for BrdU and Lyve-1 (n = 3, three images/localization). Examples of BrdU^+^Lyve-1^+^ cells are shown, insets show higher magnification. Figure 4—source data 1.Source data for graphs in panels B and C.

### Lyve-1^+^ cells are associated with hyaluronan-enriched regions in the mammary gland and in mammary tumors

Lyve-1 is a well-established receptor for hyaluronan (HA), a key component of the extracellular matrix (Banerji et al., 1999). HA is present in the normal mammary gland and is known to be important for epithelial branching (Tolg et al., 2017). However, whether macrophages are specifically associated with HA-containing regions in the mammary gland has not been examined. Initial studies were performed to examine HA localization in the mammary gland by immunostaining sections with HA binding protein (HABP), along with smooth muscle actin (SMA) as a marker of myoepithelial cells to visualize the ducts. HA was found to be present within the epithelial-associated stroma along TEBs (Figure 5A). In addition, HA was found to be associated with fibrous septae tracking through the adipose tissue and was also present at high levels in the fibrous capsule surrounding the mammary gland (Figure 5A,B). To determine whether Lyve-1^+^ cells are significantly associated with HA-rich regions of the mammary gland, mammary glands were co-stained with HABP and Lyve-1. Despite the presence of HA surrounding the TEB, few Lyve-1^+^F4/80^+^ cells are found within the TEB-associated stroma (Figure 1C), therefore, we focused on the ECM-rich regions within the adipose stroma. Lyve-1^+^ cells were found to be primarily associated with HA-containing structures in both the adipose stroma and in the mammary gland capsule region (Figure 5B). Quantification of Lyve-1^+^ cells demonstrated that they preferentially bind to HA-rich regions in both the adipose stroma and the fibrous capsule (Figure 5C). To further confirm that these cells represent the Lyve-1^+^ macrophage population, mammary gland sections were co-stained with F4/80, Lyve-1 and HABP. Analysis of co-staining demonstrated that the HA-associated Lyve-1^+^ cells are positive for F4/80 (Figure 5—figure supplement 1).

**Figure 5.**
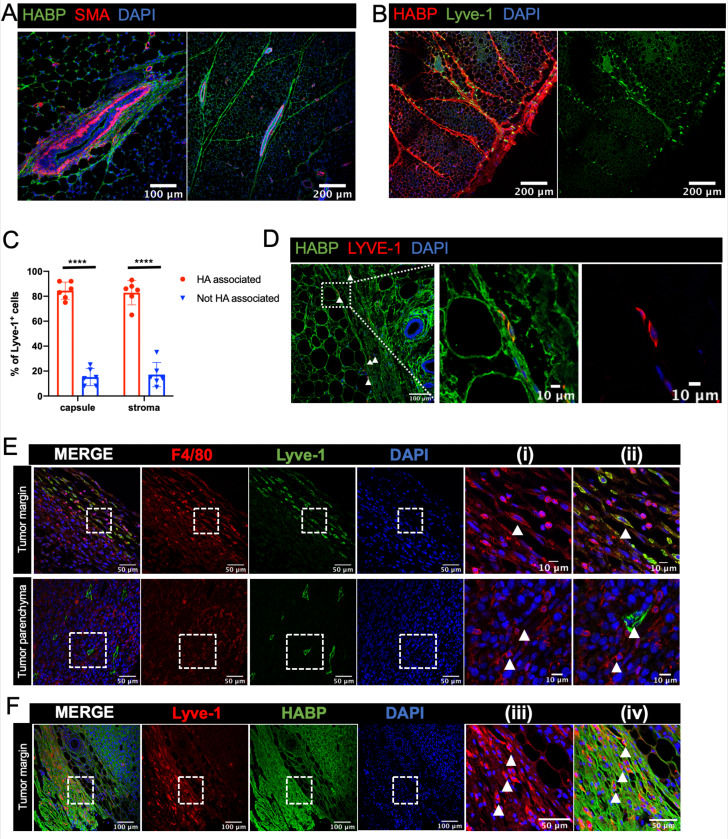
Lyve-1^+^ cells localize to HA-enriched ECM in the mammary gland. (**A**) Mammary glands from 6-week-old mice were immunostained for HA using HA binding protein (HABP, green) and smooth muscle actin (SMA, red) (n = 3, three images/sample). (**B**) Mammary glands from 6-week-old mice were immunostained for HA using HA binding protein (HABP, red) and Lyve-1 (green) showing staining of the fibrous capsule and fibrous septae in the adipose stroma. (**C**) Quantification of Lyve-1^+^ cells associated with the capsule and adipose stromal regions in the mammary gland. N = 6 mice, three images analyzed per mammary gland. ****p<0.0001. (**D**) Co-staining of HABP and Lyve-1 in human mammary gland demonstrating the presence of HA-associated Lyve-1^+^ cells (n = 3, five images/sample). Arrowheads show Lyve-1^+^ cells and inserts show higher magnification. (**E**) Mammary tumor sections from 4T1 tumors were immunostained for F4/80 (red) and Lyve-1 (green) (n = 4, three images/localization). Representative images are shown of the peri-tumoral stroma and the tumor parenchyma. Inserts show higher magnification. (**F**) Mammary tumor sections from 4T1 tumors were immunostained for Lyve-1 (red) and HABP (green). Insets show higher magnification. Figure 5—source data 1.Source data for graph in panel C.

**Figure 5—figure supplement 1.**
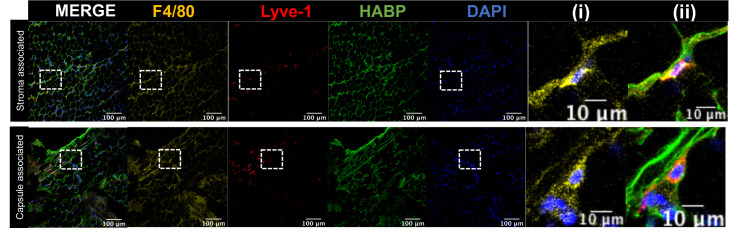
Lyve-1^+^ cells localize to HA-enriched ECM in the mammary gland. Mammary glands were stained for F4/80, Lyve-1 and HABP to confirm that Lyve-1^+^ cells associated with HA are also F4/80^+^. Insets show higher magnification.

To assess the localization of Lyve-1^+^ cells in human mammary gland, tissue sections were stained with HABP and Lyve-1. HA was abundantly present in the human mammary gland (Figure 5D). As in the mouse mammary gland, Lyve-1^+^ cells were found to be associated with fibrous septae within the stroma (Figure 5D). Together, these studies demonstrate the presence of HA within various areas of connective tissue throughout the mammary gland and demonstrate that Lyve-1^+^ cells specifically associate with these HA-enriched regions, which is consistent with the function of Lyve-1 as a receptor for HA. However, further studies are required using models in which Lyve-1 is selectively ablated in macrophages to demonstrate the importance of this receptor in the localization of these cells to the HA-containing ECM.

Given the well-established importance of macrophages in the tumor microenvironment, we assessed the localization of Lyve-1^+^ macrophages in mammary tumors. 4T1 cells represent a well-characterized mammary tumor model of triple negative breast cancer that are injected into the fat pads of syngeneic BALB/c mice (Aslakson and Miller, 1992). Although F4/80^+^Lyve-1^+^ cells were found at low levels within the tumor parenchyma, these cells were found to be enriched within the peri-tumoral stroma (Figure 5E). Staining for both Lyve-1 and HA demonstrated that these Lyve-1^+^ cells are embedded within HA in the peri-tumoral stroma (Figure 5F). These findings demonstrate that Lyve-1^+^ macrophages represent a distinct subset of macrophages that localize to specific stromal regions within both the normal mammary gland and the tumor microenvironment.

### Macrophage depletion impacts ECM in the stroma

Given the localization of the Lyve-1^+^ cells to fibrous stroma in the adipose tissue, functional studies were performed to determine whether macrophages are important for maintaining these structures under steady state. To deplete macrophages, mice were treated with pexidartinib (45 mg/kg), which is an inhibitor of CSF1R, c-Kit and Flt3 that is commonly used to deplete resident macrophages (DeNardo et al., 2011), by daily oral gavage. Treatment was initiated at 5 weeks of age and macrophage depletion was maintained for 2 weeks. Mammary glands were removed and assessed by flow cytometry to confirm macrophage depletion. Analysis of the bulk macrophage population revealed a significant reduction in the total macrophage cell counts (Figure 6A). Further assessment of Lyve-1^+^ and Lyve-1^–^ populations demonstrated that both of these populations were significantly reduced following CSF1R inhibition (Figure 6A). Further studies were performed to assess the effects of macrophage depletion on ductal elongation and ECM modulation in the stromal compartment. Analysis of epithelial structures revealed no significant alterations in ductal elongation or in branching following macrophage depletion (Figure 6—figure supplement 1). However, analysis of HA in the stromal regions of the mammary glands revealed increased levels of HA within the adipose stroma following macrophage depletion (Figure 6B,C). These findings were further confirmed by assessing HA levels in mammary gland lysates by ELISA (Figure 6D). Because macrophages have also been linked to maintaining collagen turnover (Lim et al., 2018; Madsen et al., 2013), levels of collagen in the mammary stroma were also assessed. Furthermore, assessment of collagen by trichrome staining demonstrated increased collagen within the adipose stroma (Figure 6B,C), suggesting that loss of macrophages leads to alterations in the ECM-enriched regions in the adipose stroma of the mammary gland. Further confirming the hypothesis that Lyve-1^+^ macrophages regulate ECM, GSEA of the scRNA-seq data demonstrated a significant enrichment in gene sets associated with ECM, endocytosis, and glycosaminoglycan binding in cluster 4 compared with cluster 0 (Figure 6E,F). Interestingly, upregulation of specific genes within the glycosaminoglycan binding signature included genes involved in HA binding, internalization and degradation, such as Lyve1 and Hyal2 (Supplementary file 4). Taken together, these results suggest that a key function of resident macrophages under steady state conditions is to modulate ECM turnover in the mammary gland stroma.

**Figure 6.**
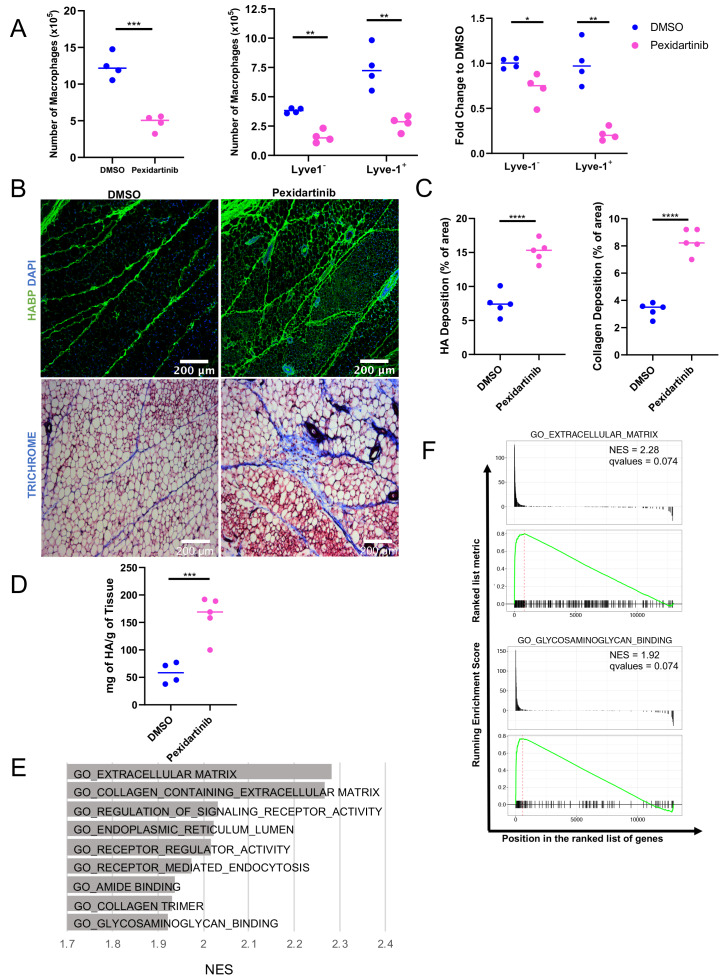
Macrophage depletion impacts ECM in the stroma. (**A**) 5-week-old female mice were treated with pexidartinib for 2 weeks and mammary glands were harvested for analysis of macrophages for CD45^+^CD11b^+^F4/80^+^ by flow cytometry. Flow cytometry demonstrated depletion of CD45^+^CD11b^+^F4/80^+^Lyve-1^–^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ cells in the mammary gland following pexidartinib treatment. Quantification of total cell counts and fold-change depletion are shown. Total Macrophages Number DMSO vs pexidartinib, p=0.0007; Lyve1^–^ Macrophages Number DMSO vs pexidartinib, p=0.0015; Lyve1^+^ Macrophages Number DMSO vs pexidartinib, p=0.0095; Lyve1^–^ Fold Change DMSO vs pexidartinib, p=0.037; Lyve1^+^ Fold Change DMSO vs pexidartinib, p=0.0052. These data demonstrate one representative experiment, experiments were repeated three times with similar results, n = 4 mice per treatment group. (**B**) Mammary glands from mice treated with either pexidartinib or solvent control were stained for HA (HABP, green) or with trichrome to visualize collagen-containing ECM (collagen, blue). (**C**) Quantification of HABP and collagen staining. Between 3 and 6 images/sample were analyzed for HABP and collagen staining, n = 5 per treatment group. Three replicates were used for HABP analysis and one replicate was done for collagen analysis. HA deposition (% of area) DMSO vs pexidartinib, p<0.0001 (pooled) and collagen deposition (% of area) DMSO vs pexidartinib, p<0.0001. (**D**) Quantification of HA in mammary glands isolated from mice treated with pexidartinib or solvent control normalized to gland weight, p=0.0015, n = 4 mice for control group and n = 5 mice for pexidartinib group. (**E**) GSEA analysis of the C5 database for gene sets enriched in cluster 4 from the scRNA-seq analysis showing the top nine enriched gene sets by NES. (**F**) GSEA plots of representative lists identified in panel (E). *, p<0.05; **, p<0.01; ***, p<0.005; ****, p<0.0001; using Welch’s t-test. Figure 6—source data 1.Source data for graphs in panels A, C, and D.

**Figure 6—figure supplement 1.**
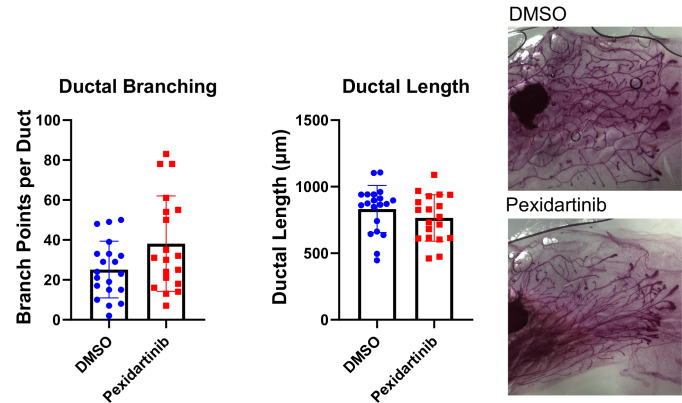
Macrophage depletion does not impact ductal elongation of branching. Quantification of ductal elongation and branching in mammary glands from mice treated with either solvent or pexidartinib for 2 weeks. Ductal Branching DMSO vs pexidartinib, p=0.1081; Ductal Length DMSO vs pexidartinib, p=0.1661. P values generated using Mann-Whitney U Test.

## Discussion

Here, we demonstrate the presence of a subpopulation of resident macrophages in the normal mammary gland that is specifically associated with ECM-rich connective tissue located within the stroma of both mouse and human mammary glands. Previous studies of resident macrophages in the mammary gland have focused primarily on macrophages that are located in close proximity to epithelial structures, and that demonstrated their presence adjacent to TEBs during ductal elongation and in close association with developing alveolar buds during pregnancy (Gouon-Evans et al., 2000; Schwertfeger et al., 2006). The use of mice that are deficient for *Csf1*, which lack mature macrophages, highlighted the importance of these cells in the context of mammary gland development (Gouon-Evans et al., 2000). More recent studies have also identified distinct myeloid cell populations, including CD11c^+^ antigen presenting cells, and Csf1r*^+^* macrophages that are localized in close association with ductal epithelial cells (Stewart et al., 2019; Plaks et al., 2015). Macrophages that are localized within the mammary stroma have been reported, but recent studies have highlighted that these macrophages represent a subpopulation that is distinct from epithelial-associated macrophages (Gouon-Evans et al., 2000; Schwertfeger et al., 2006; Dawson et al., 2020). We demonstrate here that a distinct population of Lyve-1^+^ macrophages is associated with ECM-rich regions within the mammary stroma and the fibrous capsule of the mammary gland. Furthermore, we demonstrate that resident macrophages are important for maintaining homeostasis of HA, a key component of the ECM, within these regions. Further studies are warranted using models in which Lyve-1^+^ macrophages can be selectively depleted to define the importance of this subpopulation in ECM homeostasis within the adipose stroma.

Investigations into the ontogeny, longevity and function of distinct tissue-resident macrophage populations have demonstrated that resident macrophages can be derived from embryonic populations and self-sustain within the tissue. These studies have also found that turnover of resident macrophages in adults can vary depending upon the tissue site (Ginhoux and Guilliams, 2016). Recent studies have demonstrated that macrophages in the mammary gland are initially seeded from embryonic precursors and that these macrophages are maintained into adulthood, with embryonically derived macrophages remaining detectable at 3 months of age (Jäppinen et al., 2019). Furthermore, the authors demonstrated that the embryonically derived population was associated with an F4/80^hi^ and CD206^hi^ profile. Interestingly, we found that the Lyve-1^+^ population also exhibits a F4/80^hi^ and CD206^+^ profile, although not all of the F4/80^hi^ and CD206^+^ populations were found to be Lyve-1^+^, providing further support for distinct resident macrophage populations in the mammary gland. Furthermore, analysis of BrdU incorporation revealed that the Lyve-1^+^ cells are capable of self-renewal. Studies of resident macrophages in the lung have demonstrated that peri-vascular Lyve-1^+^ macrophages are derived from Ly6C^hi^ monocytes (Chakarov et al., 2019). The majority of Lyve-1^+^ macrophages were maintained during the 6-week bone marrow chimera experiment, but a small population of donor-derived Lyve-1^+^ macrophages was also detected, suggesting a slow rate of turnover of this population from the blood. Therefore, it is possible that this population represents a combination of infiltrating and self-renewing macrophages.

Through co-localization studies, we found that the majority of Lyve-1^+^ cells were associated with HA-containing regions within the mammary stroma, including the fibrous capsule surrounding the mammary gland. The mammary gland capsule is comprised of a fascial plane that is likely to serve a structural function to encase and protect the fat pad. We do not yet know whether this structure also serves a barrier function that reduces pathogen infiltration, as has been shown to be the case for macrophage-enriched capsular structures surrounding intraperitoneal organs such as the liver (Sierro et al., 2017). Interestingly, while some F4/80^+^Lyve-1^+^ cells were found to be associated with the stroma in direct association with TEBs, the majority of F4/80^+^ cells in this region were negative for Lyve-1 staining. Results from the RNA-seq data suggest that the F4/80^+^Lyve-1^–^ population is enriched in pro-inflammatory factors when compared with the F4/80^+^Lyve-1^+^ population, suggesting a potential role in immunosurveillance. This finding is consistent with the localization of the F4/80^+^Lyve-1^–^ cells near the epithelial structures, which have the potential for pathogen exposure via the ductal lumen. It is important to note that the bulk RNA-seq analysis was performed on CD11b^+^ cells, thus this analysis probably does not include the recently described CD11c^+^ ductal macrophages (Dawson et al., 2020). It would be interesting to determine where the CD11b^+^F4/80^+^Lyve-1^–^ cells are localized in comparison with the CD11c^+^ ductal macrophages. In addition, although the majority of the F4/80^+^Lyve-1^+^ cells were positive for CD206, we also observed a separate population of CD206^+^Lyve-1^–^ cells, suggesting that CD206 expression is not limited to the Lyve-1^+^ macrophage population. 

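Of a list of pro-inflammatory cytokines, chemokines and enzymes fixed before the data were examined, 18 genes could be tested, and 13 were lower and 5 higher in the Lyve-1+ subset. The median log2 fold change was -0.41 (camera with a preset correlation of 0.01, adjusted p = 1.37e-05). It was past 0.05 neither with fry (adjusted p = 0.252) nor with an estimated correlation (adjusted p = 0.194). *Cxcl16* had an edgeR adjusted p under 0.05 over all genes tested (log2 fold change -1.57, standard error 0.32, edgeR adjusted p = 0.0376). Adjusted over the list alone, 3 genes did, *Cxcl16*, *Il1b* and *Il12b*. *Il12b* fell most, by 3.34 on the log2 scale (standard error 1.02, edgeR adjusted p = 0.253), and *Ccl2* rose most, by 0.68 (standard error 0.44, edgeR adjusted p = 0.921). *Tnf* and *Il6* had log2 fold changes of -0.34 and -0.66 (edgeR adjusted p = 1 and 0.973). The paper picked 2 of the 18 genes on these libraries. The median was -0.16 without Lyve-1- replicate 2, -0.75 without Lyve-1- replicate 3 and -0.95 without Lyve-1+ replicate 2, and kept its direction in every fit that left out 1 library.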

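In the sorted cells, *Itgam*, which encodes CD11b, was at 925 ± 271 CPM (SD, n = 3) in the Lyve-1- subset and 981 ± 105 (SD, n = 3) in the Lyve-1+ subset (log2 fold change 0.08, edgeR adjusted p = 1). *Itgax*, which encodes CD11c, was counted in all 6 libraries, at 116 ± 43.2 CPM in the Lyve-1- subset and 60.3 ± 43.1 in the Lyve-1+ subset. Its log2 fold change was -0.95 (standard error 0.56, edgeR adjusted p = 0.868). It was lower in the Lyve-1+ library of all 3 same-numbered pairs, but the libraries of the subsets overlapped. Both genes were chosen after their values were seen.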

Overall, these findings demonstrate the presence of distinct subpopulations of macrophages in the mammary gland that probably exhibit distinct functions that are based on their localization and exposure to tissue-specific signals.

Macrophages have been implicated in ECM repair and remodeling during the resolution phase of wound healing and in the tumor microenvironment (Condeelis and Pollard, 2006; Wynn and Barron, 2010). In the mammary gland, macrophages have been shown to modulate the organization of type I collagen around the TEB (Ingman et al., 2006). ECM regulation is complex and macrophages can impact levels of ECM within a tissue via a variety of mechanisms, including direct production of ECM molecules, expression of ECM-modulating proteases and regulation of ECM-producing fibroblasts. Gene-profiling studies have demonstrated that macrophages express genes that are associated with ECM remodeling, including ECM molecules and proteases (Etich et al., 2019). Macrophages have also been shown to produce proteases that can act directly on ECM factors, such as collagen, to maintain ECM homeostasis and suppress fibrosis (Lim et al., 2018). Finally, macrophages can impact fibroblast-mediated production of ECM, which contributes to the modulation of fibrosis (Wynn and Barron, 2010). Lyve-1^+^ macrophages have been suggested to repress fibrosis directly, in part through production of collagen cleaving proteases (Lim et al., 2018). Given that Lyve-1 is a well-documented receptor for HA (Banerji et al., 1999; Schwertfeger et al., 2015), we hypothesized that Lyve-1 expressing macrophages localize to HA-containing regions in the mammary gland. HA was found to be enriched around TEBs, in fibrous septae within the adipose stroma and in the capsule surrounding the fat pad. Despite the localization of HA within the TEB stroma, few Lyve-1^+^ cells were found within this region. However, Lyve-1^+^ cells were found to be associated with other HA-enriched regions, including the fibrous septae and the capsule. While the reasons for this are unknown, differences in the composition of the TEB-associated stroma and the adipose-associated stroma may drive expression of unique ECM receptors and/or recruit distinct macrophage subtypes that have different ECM binding affinities. Future studies are required to determine whether Lyve-1 expression is required for the localization of these macrophages to HA-enriched regions within the mammary stroma.

HA is a major component of connective tissue, and high molecular weight HA is important for maintaining tissue structure and hydration. HA turnover is estimated at approximately 15 g per day, suggesting high levels of turnover in tissues under steady state (Stern, 2004). The specific mechanisms involved in the regulation of HA turnover in normal tissues remain unknown, but macrophages have been implicated in HA catabolism on the basis of their ability to internalize HA via endocytosis (Underhill et al., 1993). We also found that macrophage depletion leads to increased collagen accumulation. Although macrophages have been linked to collagen degradation via production of MMPs, *Mrc1*-expressing macrophages have also been shown to internalize and degrade collagen in the dermis (Madsen et al., 2013). Further studies involving the quantification and analysis of different ECM components in the adipose stroma following macrophage depletion would provide additional insights into the mechanisms through which macrophages impact ECM homeostasis. It is important to note that pexidartinib, which was used to deplete macrophages in these studies through targeting CSF1R, inhibits additional kinases including c-Kit and, to a lesser extent, Flt3 (DeNardo et al., 2011). Thus, it is possible that in addition to macrophage depletion, inhibiting these pathways in other cell types may contribute to the observed stromal phenotypes. Our findings suggest that resident macrophages contribute to maintaining connective tissue homeostasis within the mammary gland, due in part to the regulation of ECM turnover. Nevertheless, further studies using additional methods of macrophage depletion, ideally using methods to delete Lyve-1^+^ macrophages selectively, are required to confirm these findings.

In the normal mammary gland, HA is primarily found in the high molecular weight form, and results from in vitro studies have suggested a potential role for HA in epithelial branching (Tolg et al., 2017). We demonstrate here that HA is also associated with fibrous regions within the adipose stroma and the mammary capsule. Given the role for HA in the structural support of tissues and hydration, it seems likely that HA represents a key structural component of the mammary gland. Surprisingly, although we found that depletion of macrophages by CSF1R inhibition during ductal development led to enhanced ECM accumulation in the mammary gland, we did not observe significant defects in ductal elongation or branching. Previous studies have demonstrated that macrophage deletion in a *Csf1-*deficient mouse model, in which macrophages are not present during the initial stages of ductal development, results in reduced ductal elongation and branching during puberty (Gouon-Evans et al., 2000). Interestingly, targeting of CD11c^+^ cells leads to enhanced ductal elongation in the mammary gland (Plaks et al., 2015). Furthermore, deletion of CD11b^+^ cells, which reduced the stromal macrophage population, also enhanced ductal elongation (Dawson et al., 2020). The differences between these findings and our results may be the result of many factors, including differences in methods of macrophage depletion, timing of depletion and efficacy. Notably, CSF1R treatment only achieved 60% depletion efficiency in our studies, which may not be sufficient to impact ductal development significantly. Furthermore, we assessed mammary glands following two weeks of depletion, rather than one week as performed in the CD11b depletion model (Dawson et al., 2020), which may impact our ability to detect differences in elongation. Together, these findings suggest that myeloid regulation of ductal development in the mammary gland is complex and that identifying and modifying specific macrophage subpopulations may be required to understand fully the mechanistic functions of macrophages in mammary gland development and homeostasis. Furthermore, studies of stromal macrophages during processes that typically involve alterations in ECM, such as involution and aging (Butcher et al., 2009; Li, 2005; Schedin and Keely, 2011), may highlight additional functional consequences of altered ECM on epithelial morphology in the mammary gland.

Alterations in ECM accumulation in the breast are associated with changes in breast density (Huo et al., 2015). Furthermore, increased density is an established risk factor for developing breast cancer (McCormack, 2006). Our studies suggest a potential correlation between the presence of ECM-modulating macrophages and ECM accumulation. Unlike the mouse mammary gland, the density of stroma in the human breast varies widely, with regions of adipocytes interspersed with areas of connective fibers of varying densities. Furthermore, stromal density varies widely between individuals. Interestingly, areas of high mammographic density in the stroma are associated with reduced numbers of CD206^+^ macrophages in human breast samples (Huo et al., 2015), consistent with the hypothesis that CD206^+^ macrophages impact ECM regulation in the normal mammary gland. Understanding what drives differences in macrophage localization in different regions of the mammary gland and in different individuals may provide insights into the mechanisms that contribute to breast density. Furthermore, understanding the mechanisms through which stromal composition is modulated in the normal mammary gland will ultimately lead to the development of strategies to modulate breast density and reduce breast cancer risk.

In addition to localization in the mammary gland, we also found that F4/80^+^Lyve-1^+^ cells accumulate in the peritumoral stroma surrounding mammary tumors. Given that the peritumoral regions of tumors are often associated with ECM modulation, this localization is consistent with the concept that these cells are involved in ECM regulation. The presence of Lyve-1^+^ macrophages has been documented in tumors, and these cells have been implicated in lymphatic vessel remodeling and tumor progression (Elder et al., 2018; Etzerodt et al., 2020). Interestingly, Lyve-1^+^ macrophages are lost during melanoma progression and melanoma tumor growth is enhanced in Lyve-1^–/–^ mice , suggesting that Lyve-1-expressing cells have a tumor restraining role during tumor growth (Dollt et al., 2017). Further studies are required to differentiate between the functional roles of Lyve-1^+^ macrophages and lymphatic endothelial cells in these models. By contrast, Lyve-1 expression is also associated with a specific macrophage subpopulation that was found to promote ovarian cancer progression and metastasis (Etzerodt et al., 2020). In addition, recent studies have also implicated macrophages expressing lymphatic-associated markers, including Lyve-1 and podoplanin, in mammary tumor metastasis through modulation of lymphatics (Elder et al., 2018; Bieniasz-Krzywiec et al., 2019). Although further studies are required to understand Lyve-1 macrophage function across different tumor types, these studies highlight the importance of identifying and understanding the functional contributions of distinct macrophage subpopulations in the context of both normal tissue homeostasis and tissue-specific disease.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*, female)	FVB/N	Envigo	FVB/NHsd	
Strain, strain background (*Mus musculus*, female)	Balb/c CD45.2 Mice	Jackson Laboratories	Stock No.: 000651	Balb/cJ Mouse Strain
Strain, strain background (*Mus musculus*)	Balb/c CD45.1 Mice	Jackson Laboratories	Stock No.: 006584	CByJ.SJL(B6)-*Ptprc^a^*/J Mouse Strain
Antibody	violetFluor 450-Conjugated anti-CD45.1 (mouse monoclonal)	Tonbo Biosciences	Cat #: 75–0453 U025 RRID:AB_2621949	Flow cytometry: 1:200
Antibody	Alexa Fluor 700-Conjugated anti-CD45.2 (mouse monoclonal)	BioLegend	Cat #: 109822 RRID:AB_493731	Flow cytometry: 1:200
Antibody	BUV395-conjugated anti-Ly6G (rat monoclonal)	BioLegend	Cat #: 563978 RRID:AB_2716852	Flow cytometry: 1:400
Antibody	Brilliant Violet 421-Conjugated Anti-CD64 (mouse monoclonal)	BioLegend	Cat #: 139309 RRID:AB_2562694	Flow cytometry: 1:100
Antibody	Brilliant violet 711-conjugated anti-CD11c (Armenian hamster monoclonal)	BioLegend	Cat #: 117349 RRID:AB_2563905	Flow cytometry: 1:200
Antibody	PE/Cy7-conjugated anti-CD11b (rat monoclonal)	BioLegend	Cat #: 101216 RRID:AB_312799	Flow cytometry: 1:200
Antibody	PE-conjugated anti-F4/80 (rat monoclonal)	BioLegend	Cat #: 123109 RRID:AB_893498	Flow cytometry: 1:200
Antibody	Biotinylated anti-Lyve-1 (goat polyclonal)	R and D Systems	Cat #: BAF2125 RRID:AB_2138529	Flow cytometry:4 μg/mL
Antibody	Anti-CD16/CD32 (rat monoclonal)	eBioscience	Cat #: 14-0161-82 RRID:AB_467133	Flow cytometry: 1:200
Antibody	Rat anti-mouse monoclonal F4/80 (clone: CI: A3-1)	Bio-Rad laboratories	Cat# MCA497GA RRID:AB_323806	IF 1:100
Antibody	Goat polyclonal anti-mouse LYVE-1 (Ala24-Thr234)	R and D Systems	Cat# AF2125 RRID:AB_2297188	IF 1:60
Antibody	Anti-mannose receptor (rabbit polyclonal)	Abcam	Cat# ab64693 RRID:AB_1523910	IF 1:1000
Antibody	Anti-BrdU antibody [BU1/75 (ICR1)]	Abcam	Cat# ab6326 RRID:AB_305426	IF 1:200
Antibody	Hyaluronic acid bindingprotein, biotinylated	Millipore Sigma	Cat# 385911–50 UG	IF 1:100
Antibody	Actin-smooth muscle (rabbit polyclonal)	Spring Bioscience	Cat# E2464 RRID:AB_95752	IF 1:50
Antibody	CD68 monoclonal antibody (514H12)	Thermo- Fisher Scientific	Cat# MA1-80133 RRID:AB_929283	IF 1:100
Antibody	Human LYVE-1 antibody (goat polyclonal)	R and D Systems	Cat# AF2089 RRID:AB_355144	IF 1:60
Antibody	Alexa 594 secondary antibody (donkey anti-mouse)	Thermo- Fisher Scientific	Cat# A-32744 RRID:AB_2762826	IF 1:400
Antibody	Alexa 594 secondary antibody (donkey anti-rat)	Thermo- Fisher Scientific	Cat# A-21209 RRID:AB_2535795	IF 1:400
Antibody	Alexa Fluor 488 conjugated streptavidin secondary antibody	Thermo- Fisher Scientific	Cat# S11223	IF 1:400
Antibody	Alexa 488 secondary antibody (donkey anti-goat)	Thermo- Fisher Scientific	Cat# A-11055 RRID:AB_2534102	IF 1:400
Antibody	Alexa 488 secondary antibody (goat anti-rabbit)	Thermo- Fisher Scientific	Cat# A-11008 RRID:AB_143165	IF 1:400
Antibody	Alexa 594 secondary antibody (goat anti-rat)	Thermo- Fisher Scientific	Cat # A-11007 RRID:AB_10561522	IF 1:400
Antibody	Alexa 594 secondary antibody (goat anti-rabbit)	Thermo- Fisher Scientific	Cat# A-11012 RRID:AB_2534079	IF 1:400
Antibody	Alexa Fluor 647 conjugated streptavidin secondary antibody	Thermo- Fisher Scientific	Cat# S-32357	IF 1:400
Commercial assay or kit	Hyaluronan enzyme-linked immunosorbent assay	Echelon Biosciences	Cat #: K-1200	
Chemical compound, drug	Busulfan	Sigma-Aldrich	Cat #: B2635-10G	
Chemical compound, drug	Pexidartinib	Selleck Chem	Cat #: S7818	
Chemical compound, drug	Heparin	Sigma-Aldrich	Cat #: H3149-10KU	
Chemical compound, drug	Collagenase A	Sigma-Aldrich	Cat #: 10103586001	
Chemical compound, drug	DNase I	Sigma-Aldrich	Cat #: DN25-100MG	
Software, algorithm	GraphPad Prism 8.0	GraphPad Prism 8.0	RRID:SCR_002798	http://www.graphpad.com/scientific-software/prism/
Software, algorithm	ImageJ 2.0.0	ImageJ 2.0.0	RRID:SCR_003070	https://imagej.nih.gov/ij/download.html
Software, algorithm	Hisat2	Kim et al., 2015	RRID:SCR_015530	version 2.0.2
Software, algorithm	DESeq2 software	Love et al., 2014	RRID:SCR_015687	version 1.20.0
Software, algorithm	ggplot2	R	RRID:SCR_014601	v3.0.0
Software, algorithm	pheatmap	R	RRID:SCR_016418	1.0.12
Other	Flow Cytometry Perm Buffer (10X)	Tonbo Biosciences	Cat #: TNB-1213-L150	
Other	Fixable Viability Dye eFluor 780	eBioscience	Cat #: 65-0865-14	Flow cytometry: 1:1000 dilution
Other	APC-conjugated streptavidin	eBioscience	Cat #: 17-4317-82	Flow cytometry: 1:100 dilution
Other	ProLong Gold Antifade Mountant (DAPI)	Thermo- Fisher Scientific	Cat# P36931	
Other	Trichrome stain kit	Abcam	Cat# ab150686	
Other	Antigen Retrieval Buffer (100X EDTA Buffer, pH 8.0)	Abcam	Cat# ab93680	1x
Other	Antigen unmasking solution, PH 6.0	Thermo- Fisher Scientific	Cat# NC9401067	1x

### Mice

Mice were purchased from Envigo Laboratories and Jackson Laboratories. All animal care and procedures were approved by the Institutional Animal Care and Use Committees of the University of Minnesota (#1909-37381A) and Tulane University (#710), and were in accordance with the procedures detailed in the Guide for Care and Use of Laboratory Animals.

### Human samples

The study was approved for exemption (#00008356) by the Institutional Review Board at the University of Minnesota and all patients had accepted the institutional standard consent for research utilization of clinical data and samples. All patient materials were de-identified following standard protocols. Tissue samples were derived from patients (n = 5) undergoing breast reduction (mammoplasty) surgery or cosmetic surgery. All patients’ age was within the World Health Organization definition of reproductive age (15-49). Sections were reviewed and selected by an anatomic pathologist (ACN) to encompass representative areas of terminal duct lobular units with intralobular stroma and interlobular stroma with variable proportions of fibrous and adipose tissue. All patients were free of both benign and neoplastic breast disease.

### Immunostaining

For analysis of mouse mammary gland and tumor samples, mammary glands and tumors were harvested and fixed in 4% paraformaldehyde and paraffin embedded. 4T1-derived tumors were generated as previously described (Irey et al., 2019). Cells were authenticated by luciferase expression and tested negative for mycoplasma prior to injection into mammary fat pads as described (Irey et al., 2019). Following rehydration, sections were blocked for 1 hr in 10% normal donkey serum or normal goat serum and stained for F4/80 (1:100, BioRad #MCA497GA) and LYVE-1 (1:60, R and D Systems #AF2125) or CD206 (1:1000, Abcam # ab64693) at 4 °C overnight. Secondary antibody donkey anti-rat Alexa Fluor 594 (1:400, Thermo Fisher Scientific # A-21209) and donkey anti-goat Alexa Fluor 488 (1:400, Thermo Fisher Scientific # A-11055) or goat anti-rat Alexa Fluor 594 (1:400, Thermo Fisher Scientific # A-11007) and goat anti-rabbit Alexa Fluor 488 (1:400, Thermo Fisher Scientific # A-11008) were incubated for 1 hr at room temperature. The tissues were mounted with ProLong Gold Antifade DAPI (Thermo Fisher Scientific, #P36931). For BrdU staining, following dewaxing, rehydration, and heat-induced antigen retrieval in citric acid based buffer (1X, Thermo Fisher Scientific # NC9401067) at pH 6.0 for 20 min, tissues were incubated with BrdU (1:200, Abcam, #ab6326) at 4 °C overnight. Secondary antibody donkey anti-rat Alexa Fluor 594 (1:400, Thermo Fisher Scientific # A-21209) was incubated for 1 hr at room temperature. For HA staining, sections were incubated in HABP (1:100, Millipore Sigma #385911–50 UG) for 45 min at room temperature followed by incubation with secondary antibody Alexa Fluor 488 conjugated streptavidin (1:400, Thermo Fisher Scientific #S11223) or Alexa Fluor 647 conjugated streptavidin (1:400, Thermo Fisher Scientific # S-32357) for 1 hr. For analysis of human normal mammary tissues, heat-induced antigen retrieval was conducted in EDTA buffer (1X, Abcam #ab93680) at pH 8.0 for 20 min and staining was performed for CD68 (1:100, Thermo Fisher Scientific MA1-80133) and LYVE-1 (1:60, R and D Systems #AF2089) at 4 °C overnight. Secondary antibody donkey anti-mouse Alexa Fluor 594 (1:400, Thermo Fisher Scientific # A-32744) and donkey anti-goat Alexa Fluor 488 (1:400, Thermo Fisher Scientific # A-11055) were incubated for 1 hr at room temperature. For SMA staining, heat-induced antigen retrieval was performed in Tris-HCL buffer at pH 9.0 for 25 min. Tissues were stained for SMA (1:50, Spring Bioscience #E2464) at 4 °C overnight. Secondary antibody goat anti-rabbit Alexa Fluor 594 (1:400, Thermo Fisher Scientific # A-11012) was incubated for 1 hr at room temperature. Collagen trichrome staining was performed according to the manufacturer’s protocol (Abcam, ab150686).

### Microscope image acquisition

Collagen trichrome staining and whole-mount images were taken on a Leica DM400B microscope at 10x objectives. Images were acquired using a Leica DFC310 FX camera and LAS V3.8 software, and were processed in imageJ. Images for all other immunostaining were captured using the Nikon C2+ confocal with the assistance of Mark Sanders at the University of Minnesota - University Imaging Centers. Specifically, for confocal imaging plus deconvolution: images were acquired in a Nikon Ni-E upright microscope equipped with a Plan Apo 10X, NA 0.45, Plan Apo 20x, NA 0.75 or Plan Apo 40x oil immersion objective lens, NA 1.30. Illumination was provided by 405, 488, 561 or 640 nm lasers fed through a single mode fiber to a Nikon C2+ confocal scan head. Emission filters used were 450/50, 525/50, 600/50 and 685/70 nm and the confocal aperture was set to the value of 30 µm. The images were subjected to automatic iterative deconvolution with Nikon Elements 5.20.

### In vivo macrophage depletion

The CSF1R inhibitor pexidartinib (Selleck Chemicals) was used to deplete macrophages. Pexidartinib was initially suspended and stored at 200 mg/mL in DMSO, and further suspended in 5% DMSO, 45% polyethylene glycol 3000 (Sigma-Aldrich), 5% Tween-80 (Sigma-Aldrich), and 45% ddH_2_O for a working concentration of 10 mg/mL. FVB/N mice bred in-house at 5 weeks of age were given a working solution of pexidartinib at 45 mg/kg once daily by oral gavage for 2 weeks. Mammary glands were then either fixed in 4% paraformaldehyde for histology, processed for flow cytometry or lysed for HA analysis by ELISA as previously described (Bohrer et al., 2014). HA concentrations were normalized to mammary gland weight.

### Bone marrow chimeras

Female BALB/cJ mice (Jackson Stock No. 000651) at 6 weeks of age were exposed to 800 cGy of x-ray radiation using an RS-2000 X-ray irradiator (Rad Source) split evenly over two doses, 6 hr apart. Lead shields covering the #4 mammary glands were used to preserve any tissue-resident cells from exposure. To further deplete any cells that were still present after irradiation, mice were injected i.p. with 25 mg/kg Busulfan (Sigma-Aldrich) split evenly over two doses, the first one given 12 hr after initial irradiation and the second given 12 hr after that. Bone marrow was collected from the femurs and tibiae of female CD45.1 BALB/c mice (Jackson Stock No. 006584). Red blood cells were lysed, and 5*10^6^ cells were injected via the retroorbital vein into irradiated mice 24 hr after initial irradiation. After 6 weeks, blood was analyzed by flow cytometry to determine the level of chimerism.

### Tissue processing, flow cytometry and cell sorting

Blood monocytes were collected by facial vein puncture using 2U Heparin (Sigma-Aldrich) per 100 μL of blood as anticoagulant. After removal of inguinal lymph nodes, #4 mammary glands were dissected, minced following removal of lymph nodes, and digested with 1 mg/mL collagenase (Sigma-Aldrich) and 15 μg/mL DNase I (Sigma-Aldrich) for 45 min with shaking at 37°C. The digested mammary glands were filtered through a 70 μm cell strainer and pelleted by centrifugation at 500 g for 5 min. Red blood cells were lysed with buffer containing 150 mM ammonium chloride, 10 mM potassium bicarbonate, and 0.1 mM sodium EDTA at pH 7.4, and then resuspended in FACS buffer (PBS containing 2% FBS and 1 mM EDTA). Cells were stained for extracellular markers in FACS buffer at room temperature. The fluorochrome- and biotin-conjugated antibodies used were specific to mouse CD45.1 (Tonbo Biosciences, clone A20), CD45.2 (BioLegend, clone 104), Ly6G (BD Biosciences, Clone 1A8), CD64 (BioLegend, Clone X54-5/7.1), CD11c (BioLegend, Clone N418), CD11b (BioLegend, Clone M1/70), F4/80 (BioLegend, Clone BM8), Lyve-1 (R and D Systems, polyclonal), and streptavidin-APC (eBioscience). Fixable viability dye (eBioscience) was used to exclude dead cells. An antibody that is specific to mouse CD16 and CD32 (eBioscience, clone 93) was included to block Fc Receptor. Cells were fixed using 1% paraformaldehyde for 30 min at 4°C. Cells were permeabilized for 5 min at room temperature using 1X Flow Cytometry Perm Buffer (Tonbo biosciences). Intracellular staining was done using 1X Perm Buffer. A fluorochrome-conjugated antibody specific for CD206 (BioLegend, Clone C068C2) was used. CountBright Absolute Counting Beads (Life Technologies) were used for quantification of cell numbers. Flow cytometry was performed using an LSR Fortessa X-20 (BD Biosciences) and analyzed with FlowJo Software. Blood monocytes were identified as CD45^+^Ly6G^–^CD11b^+^CD64^+^. Mammary-gland-resident macrophages were identified as CD45^+^CD11c^–^CD11b^+^F4/80^+^. In bone marrow chimera experiments, host and donor cells were identified on the basis of the expression of CD45.2 or CD45.1, respectively. Cell sorting was performed with a BD FACSAria II cell sorter. For bulk RNA-seq data analysis, Lyve-1^+^ and Lyve-1^–^ macrophages were identified and sorted as CD45^+^CD11b^+^F4/80^+^Lyve-1^+^ and CD45^+^CD11b^+^F4/80^+^Lyve-1^–^, respectively. Mammary gland #4 from both sides of n = 4 mice at each timepoint (6 weeks and 10 weeks) were pooled for each sample. Samples were collected in biological duplicate. RNeasy Mini Kit (Qiagen) was used to extract RNA from sorted cells for RNA-sequencing.

### Bulk RNA sequencing

The Hisat2 (version 2.0.2) was used to map paired 50-bp reads to the mouse genome (mm10). The RSubreads (FeatureCounts) package was used for counting reads to genes (Liao et al., 2013). Genes of fewer than 300-bp were removed. PCA revealed a clear outlier in one of the 6-week samples that had severe sequencing problems (only 2 million reads mapped to genes and the most highly expressed genes were a group of RNA genes, suggesting that mRNA enrichment during library prep failed in this sample). This sequencing outlier was removed from any further analysis.

Differential gene expression analysis was performed using the DESeq2 software (version 1.20.0) (Love et al., 2014). Plots were created in R with ggplot2 (v3.0.0) and pheatmap (1.0.12) packages.

### Immune cell enrichment (scRNA-seq)

Mammary glands were harvested from 10-week-old diestrus FVB/NJ mice (n = 3). After removing the lymph nodes, the thoracic (#3) and inguinal (#4) glands were pooled, minced and incubated in DMEM containing 2 mg/ml collagenase A (Roche) and two units/ml DNase (Sigma) at 37°C for 12 min, and single cells were purified as previously described (Carron et al., 2017). After red blood cell depletion with ACK lysis buffer (Thermo Fisher Scientific), single cells were incubated with mouse CD45 microbeads (Miltenyi Biotec) and CD45^+^ cells were enriched according to the manufacturer's protocol and prepared for scRNA-seq.

### Single-cell RNA sequencing

Thirteen thousand individual cells with a viability of >88% were targeted for GEM generation and barcoding using 10x GemCodeTechnology, which allows the partitioning thousands of cells into nanoliter-scale Gel Bead-In-Emulsions (GEMs), applying ~750,000 barcodes to index the transcriptome of each cell separately. Full-length barcoded cDNA was generated and amplified by PCR, followed by enzymatic fragmentation, end-repair, A-tailing, and adaptor ligation. Single-cell libraries were run using paired-end sequencing with single indexing with the NextSeq 550 platform. The 10x genomic cellranger pipeline (version 3.1.0) was used to demultiplex, map (mm10 genome) and generate counts for the single-cell sequence. The Seurat R Package (version 3.1.1) was used to analyze the single-cell data. Data were filtered to include cells containing 200 to 5000 unique gene counts and the expression of at least 200 genes by five cells. Global-scaling normalization was applied using defaults. Highly variable features (2000 genes) were identified using the vst selection method. The data were then scaled to regress out sequencing depth, and linear dimensional reduction (PCA) was performed on the most variable genes. The first 20 principle components were used to construct a Shared Nearest Neighbor Graph, and clustering was performed using the Louvain algorithm with different resolution parameters. To visualize the clusters, non-linear dimensional reduction (UMAP) was performed. Differential gene expression (DE) analysis using the ‘wilcox’ method was performed two different ways. To define the accurate resolution of clusters, DE was performed between a cluster and all other clusters at different resolutions. Once clusters were defined using a specific resolution, DE was performed between specific clusters.

### Pathway analysis of DE genes from both bulk and single-cell analysis

Ranked lists were created from DE genes lists by taking the negative log_10_ of the p-value and adding the direction of change from the fold-change. This results in a ranked list that is arranged by the most significant p-value. Gene set enrichment analysis (GSEA) (Subramanian et al., 2005) was performed using the R-based clusterProfiler package (version 3.8.1) (Yu et al., 2012) with the Molecular Signature Databases (MsigDB v7) C5. To check whether the Lyve-1 positive clusters in the single-cell RNA sequencing samples were enriched for genes in the bulk RNA sequencing DE results, gene sets were created (adjusted p-value <0.1 and a fold-change >0.25) to use for enrichment (shown in Figure 2F).

### Statistical analysis

Experiments were performed at least three times. Statistical tests including the Welch’s t-test, the Mann-Whitney U test, and the two-way ANOVA test were used as indicated in the Figure Legends. Means ± standard errors are presented unless otherwise stated. p-values <0.05 were considered statistically significant.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE148207 and GSE148209. The following datasets were generated: WangYChaffeeTSLaRueRSHugginsDNWitschenPMIbrahimAMNelsonACMachadoHLSchwertfegerKL2020Resident macrophages promote homeostasis of hyaluronan-associated extracellular matrix in the mammary gland stromaNCBI Gene Expression OmnibusGSE14820710.7554/eLife.57438PMC729752832479261 MachadoHLLaRueRSSchwertfegerKL2020Single cell analysis of immune cell populations in mammary glands from 10-week-old miceNCBI Gene Expression OmnibusGSE148209

How the deposited data were processed for this re-analysis (not part of the article)

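Gene expression was measured by RNA-seq in 6 libraries of CD45+CD11b+F4/80+ cells sorted from mouse mammary glands, 3 Lyve-1+ and 3 Lyve-1-. Each library was a pool of 4 mice, with replicate 1 of each subset at 6 weeks of age and replicates 2 and 3 at 10 weeks. The authors aligned paired 50-bp reads to mm10 with Hisat2 and counted them per gene symbol with featureCounts. The deposited values are whole-number counts without normalization for 24061 gene symbols. The methods name a removal of genes shorter than 300 bp before the differential test, and a 6-week library that the authors removed as an outlier. The paper's single-cell data were not mapped to these libraries and were not re-analysed.

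Gene positions came from GENCODE M21 on mm10. Of the symbols, 22749 matched it directly, 934 matched through a RefSeq synonym and 378 did not match. Library totals ran from 6478007 to 21406839 counts. A count of 0 allows up to 3 counts, which bounds counting error only.

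The calculations used R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with the subset as the group, which left 13348 genes. Counts were normalized by TMM, and edgeR's quasi-likelihood F test with robust estimation compared Lyve-1+ with Lyve-1-, with the subset as the only term and Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.01 with an absolute log2 fold change above 1 and below 10. The gene sets for enrichment analysis used an adjusted p under 0.1 and a log2 fold change beyond 0.25 in either direction. Age was tested as 10 weeks against 6 weeks with the subset as a second term, and its interaction with the subset was tested in a further model. Principal components used log2 CPM (counts scaled to a common library size) with a prior count of 2 over 500 genes.

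The gene lists were tested with camera at a preset correlation of 0.01, two-sided and adjusted over 37 lists, with fry and an estimated correlation beside it. They were lists of pro-inflammatory factors, antigen presentation, complement, hyaluronan binding and turnover, alternative activation, and markers of fibroblasts, lymphatic endothelium, adipocytes, mammary epithelium, hepatocytes, T cells, B cells, neutrophils, mature and conventional dendritic cells, mast cells and macrophages. The others were all collagen genes, the markers of the single-cell clusters in Supplementary file 2 and the core enriched genes of Supplementary file 4. A list was tested where at least 3 of its genes passed the filter.

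The genes named were those that the text or Figure 2A names for this comparison, the collagen and complement genes of Supplementary file 1, *Hyal2*, and in each direction the 5 genes with the largest log2 fold change among those called and changed the same way between all same-numbered libraries. For a gene list they were the members with the largest rise and fall, and for age the genes with the smallest p in each direction. Other genes are said to have been chosen after their values were seen.

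The methods, thresholds, gene lists and naming rule were set before the data were examined, as were these alternatives: DESeq2, DESeq2 size factors in edgeR, total library size, no filter on low counts, at least 10 counts in every library, the replicate number as a block, age as a covariate, the 10-week libraries alone, removal of ribosomal and other RNA genes and mitochondrial genes, each library left out in turn, an adjusted p under 0.05 and no limit on the fold change. Alternatives chosen after the data were seen were the removal of genes under 300 bp, an offset for GC content and gene length fitted per library by loess with a span of 0.4, the subtraction of a background estimated from olfactory receptor genes, and the age comparison with each 10-week library left out. GC content and length were known for 99.3% of the genes tested. The other scalings moved the median log2 fold change of all genes by -0.03 (DESeq2 size factors) and -0.07 (total size).

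The tests were tried on simulated data with the dispersion estimated for each gene. In these data 200 genes of higher mean expression were given a log2 fold change of 2. The edgeR test recovered 89 of them with 2 false calls, and DESeq2 recovered 127 with 41 false calls. At a dispersion of 0.1, they recovered 95.5% and 96%.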

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

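The test for hepatocyte RNA was set before the data were examined. The other tests in this part were chosen after the counts were seen, and the limit for the number of detected genes was written after the subtracted numbers were seen.

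Olfactory receptor genes, which the paper does not discuss, had counts in some libraries. Of 1122 such genes, 652 had a count in Lyve-1- replicate 3, 370 in Lyve-1+ replicate 1 and 134 in Lyve-1+ replicate 2, against 4, 34 and 5 in Lyve-1- replicates 1 and 2 and Lyve-1+ replicate 3. Sequencing depth was argued against, because the library with the fewest counts, Lyve-1- replicate 3, had the most of these genes. Reads shared between similar genes were argued against too, because the share of counts on the receptors differed by a ratio of 144 between libraries. Genomic DNA of female mice remains a candidate explanation for Lyve-1- replicate 3 and Lyve-1+ replicate 1. There, vomeronasal receptors, keratin-associated proteins and beta-defensins had between 0.582 and 1.59 times the counts per kb of the olfactory receptors. At that density 105 counts would be due on 4 Y-linked genes in Lyve-1- replicate 3, and 0 were observed. For Lyve-1+ replicate 2 this explanation cannot be told apart from others. The density of its keratin-associated protein genes was 0.256 times that of the receptors, from 27 counts on 4 of 52 genes. The test was first written as a single limit of 3 times for all libraries and was divided after this ratio, which lies outside the limit, was seen. The libraries concerned share neither subset nor age, and no biological explanation was tested.

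The number of genes detected also differed, from 11958 in Lyve-1- replicate 1 to 20353 in Lyve-1- replicate 3. Depth was argued against, because at the depth of the shallowest library the ratio of the highest to the lowest number was 1.72. When the background expected from the olfactory receptors was subtracted, 8.44% of the counts of Lyve-1- replicate 3 were removed, and the ratio went from 1.70 to 1.30. Genomic DNA may therefore account for part of the difference. With that background subtracted, 3 genes were called in place of 15.

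*Alb*, an abundant transcript of hepatocytes that the paper does not discuss, had 7520 counts in Lyve-1+ replicate 3, 809 in Lyve-1+ replicate 1 and 18 in Lyve-1+ replicate 2, and 6275, 6180 and 106 counts in Lyve-1- replicates 1, 2 and 3. The liver genes *Cyp2c50*, *Cyp2a5* and *Ugt2b1*, which the paper lists as different in these libraries, had counts in the Lyve-1- libraries and 0 in every Lyve-1+ library. Depth does not order the libraries in this way, since Lyve-1+ replicate 2 had the most counts of all. RNA of hepatocytes is a candidate source of these reads. *Alb*, *Apoa1*, *Apoa2* and *Ttr* exceeded *Cyp2c50* in 12 of 12 comparisons in the libraries that held it. In Lyve-1- replicate 3, *Cyp2c50* had 10 counts over 1820 bp, and the olfactory receptors had 8.95 counts per kb. The comparisons in that library therefore cannot tell hepatocyte RNA from this background. Whether more hepatocyte RNA in the Lyve-1- libraries gave the direction cannot be told apart from other causes. At the lowest ratio to *Alb* in any Lyve-1- library, Lyve-1+ replicates 1 and 3 would hold 20.9 and 194 counts of the 3 liver genes, together 215, and 0 were observed, but these genes were picked for their difference and their ratio to *Alb* varied between the Lyve-1- libraries. Over 15 hepatocyte markers the median log2 fold change was -0.17 (camera adjusted p = 0.103), and it was -3.26 without Lyve-1+ replicate 3 and 0.74 without Lyve-1- replicate 2. How the reads reached the libraries was not tested, nor was a biological explanation.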

How the results depend on the processing

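The removal of genes under 300 bp, the GC and length offset, the background subtraction and the age fits without 1 library were chosen after the data were seen. Where no reason is given for a change, the cause was not tested.

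The 15 called genes, 14 higher and 1 lower, stood at 15 or 16 with DESeq2 size factors, total library size, no RNA genes, no genes under 300 bp and no limit on the fold change. DESeq2 called 151 (87 higher, 64 lower) and included all 15. Without a filter on low counts 188 were called (116 higher, 72 lower), with at least 10 counts in every library 32 (27 and 5), and with age as a covariate 58 (37 and 21). The 10-week libraries alone gave 18, with 7 lower and 8 of the 15. An adjusted p under 0.05 gave 84 (60 and 24), the GC and length offset 61 (34 and 27), and the background subtraction 3 (3 and 0). Leaving out 1 library gave 1 to 81 genes, 1 to 62 higher and 0 to 19 lower. The count was 65 without Lyve-1- replicate 1, 35 without Lyve-1- replicate 2, 1 without Lyve-1- replicate 3, 23 without Lyve-1+ replicate 1, 81 without Lyve-1+ replicate 2 and 46 without Lyve-1+ replicate 3.

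The gene sets for enrichment analysis held 90 upregulated and 42 downregulated genes. DESeq2 gave 213 and 244, no filter 205 and 152, and the 10-week libraries alone 33 and 26. The downregulated set held 70 genes with at least 10 counts in every library, 78 with age as a covariate and 64 with the GC and length offset. Leaving out 1 library gave 38 to 133 upregulated and 10 to 100 downregulated genes, the lowest of each without Lyve-1- replicate 3.

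With the replicate number as a block, 140 genes were called (87 higher, 53 lower), 14 of the 15 among them, and the gene sets held 213 and 155 genes. The median log2 fold change of the cluster 2 markers became -0.12. Whether the numbers pair the samples cannot be told from these libraries. Across genes, which are not independent replicates, the deviations of same-numbered libraries from their subset means correlated at -0.0462, -0.00183 and -0.147. Same-numbered libraries lay on opposite sides of the first principal component, which can lower these correlations whether or not mice were shared. The paper's text does not say that a number marks shared mice.

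Camera placed 26 of 37 lists past an adjusted p of 0.05, fry 12 and an estimated correlation 2, and leaving out 1 library gave 25 to 27. The medians are the same under these tests. The pro-inflammatory list (-0.41) had adjusted p-values of 0.252 with fry and 0.194 with an estimated correlation, antigen presentation (-1.17) 0.0636 and 0.11, and the collagens (0.82) 0.279 and 0.287. Complement (1.53), alternative activation (1.25) and the cluster 4 markers (1.3) each had 0.0539 with an estimated correlation.

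Some medians changed direction. The collagen median was -0.11 without a filter and -0.11 to 1.47 with 1 library left out, negative without Lyve-1- replicate 2. The hepatocyte median was 0.55 in the 10-week libraries and -3.26 to 0.74 with 1 library left out, negative only without Lyve-1- replicate 3 or Lyve-1+ replicate 3. The macrophage median was -0.085 with the GC and length offset and -0.069 to 0.76 with 1 library left out, negative without Lyve-1- replicate 3. The cluster 0 median was 0.030 in the 10-week libraries. With 1 library left out, the cluster 2 median ran from -1.3 (without Lyve-1+ replicate 3) to 0.41 and was also negative without Lyve-1- replicate 1. The hyaluronan median ran from -0.024 (without Lyve-1- replicate 2) to 0.27, and the lymphatic endothelial median from -0.066 (without Lyve-1+ replicate 2) to 5.23 (without Lyve-1- replicate 3). The adipocyte median ran from -0.021 (without Lyve-1- replicate 3 or Lyve-1+ replicate 3) to 0.87, and the B cell median from -0.60 (without Lyve-1+ replicate 3) to 1.96.

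For age, 0 genes were called, 12 without a filter and 0 to 20 with 1 of the 10-week libraries left out. For the interaction, 0 were called, 9 without a filter and 1 with at least 10 counts in every library. The 6-week libraries were not left out for these models, because each is the only one of its subset at that age.

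None of the 27 named genes changed direction under any alternative run. Over the settings other than left-out libraries, 255 of 322 values stayed on the same side of the threshold, 55 passed it and 12 no longer did. With 1 library left out, the numbers were 132, 20 and 10 of 162. *Hyal2* and *Spata31d1b* have no value with at least 10 counts in every library. Over the lists not printed at a claim, 350 of 403 values kept direction and side, and 148 of 186 with 1 library left out.

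Depth limits the genes with few counts. A count of 0 allows 0.14 to 0.463 CPM, and lists such as the lymphatic endothelial markers hold genes with 0 in some libraries. With the dispersion estimated for each gene, the edgeR test recovered 44.5% of genes simulated with a log2 fold change of 2. Those genes were drawn from the ones of higher mean expression, so recovery among genes with few counts was not tried. A gene that was not called is therefore not shown to be unchanged.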

Differences from the paper's values

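The paper reports 155 genes that differ between the subsets, where 15 were called here. Of the alternatives set before the data were examined, DESeq2 (151), no filter on low counts (188) and the replicate block (140) gave a number within 1.5 times the paper's, and the others did not.

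Supplementary file 1 lists 88 genes as higher, the paper's number, where 14 were called. DESeq2 (87), no filter (116), the block (87), an adjusted p under 0.05 (60) and the fit without Lyve-1+ replicate 2 (62) came within 1.5 times of it, and the other alternatives set before the data were examined did not. The paper's number of lower genes is 67, where 1 was called. DESeq2 (64), no filter (72) and the block (53) came within that range, and the others set before the data were examined did not.

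The paper's gene sets for enrichment analysis hold 190 upregulated and 173 downregulated genes, where 90 and 42 were found. For the upregulated set, DESeq2 (213), no filter (205), the block (213) and the fit without Lyve-1- replicate 2 (133) came within 1.5 times of the paper's number. For the downregulated set, DESeq2 (244), no filter (152) and the block (155) did. None of the others set before the data were examined closed either gap.

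Of the 155 genes in Supplementary file 1, 152 could be tested and all had the paper's direction. The log2 fold changes of the named genes differed from the paper's by less than the larger error. The paper lists as different some genes that were not called here. The fit without a filter called *Lyve1*, *Mrc1*, *Sparc*, *Gas6*, *Apoe*, *C1qa*, *C1qb*, *C1qc*, *C4b*, *C6*, *Col1a1*, *Col1a2*, *Col3a1*, *Col5a2*, *Il1b*, *Cd74* and *H2-Ab1*. DESeq2 called the same genes except *Sparc*, *Col1a1* and *Col3a1*, and also *Hyal2*, which Supplementary file 1 does not list. The replicate block called *Mrc1*, *Gas6*, *Apoe*, *C1qa*, *C1qb*, *C1qc*, *C6*, *Col5a2*, *Cd74* and *H2-Ab1*. Age as a covariate called *Gas6*, *Apoe*, *C1qa* and *C1qc*, at least 10 counts in every library called *Apoe* and *C4b*, and the 10-week libraries alone called *Lyve1* and *Gas6*. Without Lyve-1+ replicate 2, the calls included *Sparc*, *Gas6*, *Apoe*, *C1qa*, *C4b*, *Col1a1*, *Col1a2*, *Col3a1* and *Col5a2*. Without Lyve-1+ replicate 1 they included *Lyve1* and *Apoe*, and without Lyve-1+ replicate 3 *C1qa*, *Cd74* and *H2-Ab1*. Without Lyve-1- replicate 1 they included *Lyve1*, *Gas6*, *Apoe*, *C1qa* and *C1qc*, and without Lyve-1- replicate 2 *C4b*. The GC and length offset, which was chosen after seeing the values, called *Lyve1*, *Gas6*, *Col1a2*, *C4b* and *C6*.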

Other observations

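The tests of fibroblast, lymphatic and dendritic cell RNA, and the comparison of called genes across splits, were set before the data were examined. The tests of GC content, RNA genes and the other splits were chosen after the results were seen.

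The 6 libraries can be divided into 3 and 3 in 10 ways, so the share of splits cannot go under 0.1 and this count alone does not decide whether the calls arose by chance. The real split was the only 1 of 10 to give 15 called genes, where the others gave 0, and the only 1 of 10 to give 132 genes at an adjusted p under 0.1, where the others gave at most 1. At an unadjusted p under 0.05 it gave 1027 genes, where the others gave at most 702. For gene lists past the threshold, 2 of the 10 splits gave as many, 26 in the real split and 27 in another. With DESeq2, 2 of the 10 splits gave as many, 151 in the real split and 184 in the split of Lyve-1- replicates 1 and 2 and Lyve-1+ replicate 3 from the others. This split follows the first principal component and the libraries with counts on olfactory receptor genes, and edgeR called 0 genes in it.

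GC content and gene length bias was argued against as the whole cause of the calls, because 14 of the 15 genes stayed called with the offset. Abundant RNA genes were argued against as well. Their share of the counts ran from 4.66% to 8.17%, which shifts all other genes by at most 0.054 on the log2 scale between libraries, and each called gene differed by more than 1.

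Of the 35 collagen genes tested, 20 were higher and 15, most of them with few counts, were lower in the Lyve-1+ libraries. An adjusted p under 0.05 was found for 1 of the 35. *Col1a1*, *Col1a2* and *Col3a1* were higher in the Lyve-1+ libraries, and fibroblast RNA may account for this. The 15 fibroblast markers had a median log2 fold change of 0.976 (camera adjusted p = 3.56e-05, fry adjusted p = 0.136), against 1.86 for *Col1a1*, *Col1a2* and *Col3a1*, a difference of 0.889 that lies inside the limit of 1 set for the test. The largest rise was in *Lum* and the largest fall in *Fn1*. Without *Fn1*, *Gsn* and *Fstl1*, taken as genes that macrophages also express after the values were seen, the median was 1.13 over 12 genes. Another list holds 8 of the 15, and 0 are in Supplementary file 1. The fibroblast median was 0.63 without Lyve-1+ replicate 3. Expression of collagen by the macrophages, which the paper describes, stays open and was not tested.

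*Lyve1* was far higher in the Lyve-1+ libraries. Lymphatic endothelial cells among the sorted cells were argued against. The 8 markers had a median log2 fold change of 0.444 (camera adjusted p = 0.121), although it was 5.23 without Lyve-1- replicate 3 (camera adjusted p = 0.0151). The difference of *Lyve1* between the subset means, 1236 CPM, was 46 times the summed difference of the 8 markers, 26.8, and 40.4 times it without Lyve-1- replicate 3. Such cells would bring their other abundant transcripts too. *Ccl21a* had 0 counts in every library, but this cannot separate absent RNA from reads that the counting did not assign to the gene. *Prox1* had 0, 0 and 45 counts in Lyve-1- replicates 1, 2 and 3 and 50, 79 and 7 in the Lyve-1+ replicates.

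*Ccr7* and *Fscn1*, chosen after their values were seen, were lower in the Lyve-1+ subset, with log2 fold changes of -2.61 and -2.87 (edgeR adjusted p = 0.36 and 0.337). Mature dendritic cells among the sorted Lyve-1- cells may account for this. *Ccl22*, *Ccl17*, *Relb*, *Socs2* and *Cd83*, the 5 genes tested of those named for this test, had a median log2 fold change of -3.18, against -2.74 for *Ccr7* and *Fscn1*, and went from -3.77 (*Ccl22*) to -0.75 (*Cd83*). All 6 mature dendritic cell genes tested that are outside Supplementary file 1, which add *Tmem123*, had a median of -2.4. Over all 11 genes tested the median was -2.87 (camera adjusted p = 1.44e-16, fry adjusted p = 0.0565), with 11 of 11 lower. Of these, 5 are in Supplementary file 1 and 9 are in another list. A difference in the macrophages themselves stays open and was not tested.

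Markers of other cell types gave these median log2 fold changes, each with its range when 1 library was left out. Mammary epithelium had -1.3 (camera adjusted p = 0.0237, fry adjusted p = 0.5), from -1.75 without Lyve-1- replicate 2 to -0.7 without Lyve-1- replicate 1. T cells had -1.45 (camera adjusted p = 0.00485, fry adjusted p = 0.12), from -1.59 without Lyve-1+ replicate 2 to -0.97 without Lyve-1- replicate 3. Neutrophils had 1.35 (camera adjusted p = 0.00383, fry adjusted p = 0.188), from 0.35 without Lyve-1+ replicate 3 to 1.65 without Lyve-1- replicate 3. Mast cells had 1.75 (camera adjusted p = 0.0653), from 0.82 without Lyve-1+ replicate 2 to 2.37 without Lyve-1- replicate 3. Conventional dendritic cells had -0.82 (camera adjusted p = 0.0524), from -0.99 without Lyve-1- replicate 2 to -0.46 without Lyve-1+ replicate 1. B cells had 1.12 (camera adjusted p = 0.169), from -0.60 without Lyve-1+ replicate 3 to 1.96 without Lyve-1- replicate 3. Adipocytes had 0.5 (camera adjusted p = 0.49), from -0.021 without Lyve-1- replicate 3 to 0.87 without Lyve-1+ replicate 1. Macrophages had 0.09 (camera adjusted p = 0.103), from -0.069 without Lyve-1- replicate 3 to 0.76 without Lyve-1- replicate 2. Hyaluronan binding and turnover had 0.23 (camera adjusted p = 0.0281, fry adjusted p = 0.0899), from -0.024 without Lyve-1- replicate 2 to 0.27 without Lyve-1- replicate 1, in a list that holds *Lyve1*. With 1 library left out, the camera adjusted p crossed 0.05 for mammary epithelium (without Lyve-1- replicate 1 or 3 or Lyve-1+ replicate 3), T cells (Lyve-1+ replicate 1), neutrophils (Lyve-1- replicate 2 or Lyve-1+ replicate 3), mast cells (Lyve-1- replicate 3 or Lyve-1+ replicate 1) and B cells (Lyve-1+ replicate 1). It also did so for conventional dendritic cells and macrophages (without Lyve-1- replicate 1 or 2 or Lyve-1+ replicate 3) and for hyaluronan (without Lyve-1- replicate 2 or 3 or Lyve-1+ replicate 2). *Hyal2*, which the paper names, had a log2 fold change of 3.63 (standard error 1.16, edgeR adjusted p = 0.289).

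The markers of the single-cell clusters are named in Supplementary file 2, from cells that were not re-analysed here. Cluster 4 had a median log2 fold change of 1.3 over 83 genes, 81 of them higher (camera adjusted p = 3.67e-81, fry adjusted p = 0.0374), and 34 of them are in Supplementary file 1. Clusters 0, 1, 2 and 3 had -0.08, -0.38, 0.14 and -0.85 (camera adjusted p = 0.175, 7.31e-07, 0.38 and 5.13e-30). Of the 98 genes of cluster 3, 15 are in Supplementary file 1. Clusters 5, 6, 7, 8 and 9 had -0.38, -0.25, -0.37, -0.12 and -0.51 (camera adjusted p = 0.00436, 0.0342, 6.34e-09, 0.726 and 0.6). With fry, cluster 7 was past 0.05 (adjusted p = 0.0329), and clusters 1, 3, 5 and 6 were not (adjusted p = 0.106, 0.0636, 0.0915 and 0.516). With 1 library left out, cluster 9 ran from -0.96 without Lyve-1- replicate 2 (camera adjusted p = 0.00252) to -0.098 without Lyve-1- replicate 3. Cluster 2 ran from -1.3 without Lyve-1+ replicate 3 (camera adjusted p = 0.00164) to 0.41 without Lyve-1+ replicate 1, and cluster 0 from -0.21 without Lyve-1- replicate 3 (camera adjusted p = 0.000432) to -0.0016 without Lyve-1+ replicate 1. Cluster 5 ran from -0.73 without Lyve-1+ replicate 2 to -0.17 without Lyve-1+ replicate 1, where its camera adjusted p was 0.0704. Cluster 6 ran from -0.44 without Lyve-1- replicate 2 to -0.11 without Lyve-1+ replicate 3, and its camera adjusted p was above 0.05 there and without Lyve-1- replicate 1 or 3. Cluster 8 ran from -0.2 without Lyve-1+ replicate 3 to -0.037 without Lyve-1- replicate 1, and cluster 1 was at -0.57 without Lyve-1+ replicate 3.

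The core enriched genes of Supplementary file 4 come from the paper's enrichment analysis of its single-cell data. In the bulk libraries their median log2 fold changes were 0.89 for extracellular matrix, 0.87 for collagen-containing extracellular matrix, 0.99 for regulation of signaling receptor activity, 0.8 for endoplasmic reticulum lumen and 1.03 for receptor regulator activity. They were 0.76 for receptor-mediated endocytosis, 0.98 for amide binding, 1.76 for collagen trimer and 1.23 for glycosaminoglycan binding. The paper picked from 5 to 11 genes of each list on these same libraries, among them all 6 of collagen trimer, and glycosaminoglycan binding also holds the sort marker *Lyve1*, so the lists are not independent evidence. All had a camera adjusted p at or under 1.32e-14, and all but receptor-mediated endocytosis (0.0619) had a fry adjusted p under 0.05. With an estimated correlation, extracellular matrix and collagen-containing extracellular matrix alone of all lists had an adjusted p under 0.05, both 0.0405.

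*Lyve1* gave a log2 interaction of age and subset of -4.06 (standard error 0.58, edgeR adjusted p = 0.0466), with 2341 CPM in the 6-week Lyve-1+ library and 785 and 596 in the 10-week ones. It was above 0.01, and each subset had 1 library at 6 weeks. *Uty*, a Y-linked gene, had 274 counts in Lyve-1+ replicate 3 and 0 in the others, with 0 on the 3 other Y-linked genes in every library, while *Xist* had between 6867 and 21077. No explanation was tested.

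Further genes were chosen after their values were seen. *Csf1r*, *Stab1* and *Fcna* had log2 fold changes of 0.78, 1.23 and 5.64, and *Emr1*, *Ptprc* and *Cd44* of -0.29, -0.62 and -0.8. Their edgeR adjusted p-values were 0.28, 0.145 and 0.031, and 1, 0.541 and 0.422.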
